# The RosR transcription factor is required for gene expression dynamics in response to extreme oxidative stress in a hypersaline-adapted archaeon

**DOI:** 10.1186/1471-2164-13-351

**Published:** 2012-07-30

**Authors:** Kriti Sharma, Nicholas Gillum, J Lomax Boyd, Amy Schmid

**Keywords:** *Halobacterium salinarum*, Oxidative stress, Gene regulation, Transcription factor, Archaea

## Abstract

**Background:**

Previous work has shown that the hypersaline-adapted archaeon, *Halobacterium salinarum NRC-1*, is highly resistant to oxidative stress caused by exposure to hydrogen peroxide, UV, and gamma radiation. Dynamic alteration of the gene regulatory network (GRN) has been implicated in such resistance. However, the molecular functions of transcription regulatory proteins involved in this response remain unknown.

**Results:**

Here we have reanalyzed several existing GRN and systems biology datasets for *H. salinarum* to identify and characterize a novel winged helix-turn-helix transcription factor, VNG0258H, as a regulator required for reactive oxygen species resistance in this organism. This protein appears to be unique to the haloarchaea at the primary sequence level. High throughput quantitative growth assays in a deletion mutant strain implicate VNG0258H in extreme oxidative stress resistance. According to time course gene expression analyses, this transcription factor is required for the appropriate dynamic response of nearly 300 genes to reactive oxygen species damage from paraquat and hydrogen peroxide. These genes are predicted to function in repair of oxidative damage to proteins and DNA. *In vivo* DNA binding assays demonstrate that VNG0258H binds DNA to mediate gene regulation.

**Conclusions:**

Together these results suggest that VNG0258H is a novel archaeal transcription factor that regulates gene expression to enable adaptation to the extremely oxidative, hypersaline niche of *H. salinarum*. We have therefore renamed VNG0258H as RosR, for *r*eactive *o*xygen *s*pecies *r*egulator.

## Background

*Halobacterium salinarum,* an extremely halophilic euryarchaeon that resides in salt lakes and marine salterns, requires nearly saturated salt for growth and survival (100–150 g/L) [1]. In these environments, UV damage from intense sunlight and desiccation-rehydration cycles generate high levels of reactive oxygen species (ROS) and damage DNA and proteins [2]. *H. salinarum* is highly resistant to ROS damage, withstanding many times what *E. coli* and other radiation-sensitive organisms can survive [3]. Like other ROS-resistant microbes such as *Deinococcus radioduransH. salinarum* uses a battery of enzymatic and non-enzymatic strategies to withstand macromolecular damage. These include functional redundancy of DNA repair and antioxidant enzyme-coding genes [4-6]; a high cytosolic Mn(II) to Fe(III) ratio [7-9]; genomic polyploidy to provide templates for DNA double strand break repair [10]; and differential regulation of genes encoding macromolecular repair functions in response to oxidative stress [11].

Particularly striking is the effect of ROS on the gene regulatory network (GRN) of *H. salinarum.* Computational inference methods on global gene expression data suggest that more than 80 predicted DNA binding proteins work together to bring about a concerted, dynamic gene expression response to neutralize ROS toxicity and repair macromolecular damage [11]. In addition, the molecular functions of these putative ROS-responsive regulators remain unclear in this organism and other archaeal species*.*

Transcription mechanisms in archaea are a chimera of eukaryotic and bacterial components. General transcription factors in archaea (e.g. TATA-binding protein and TFIIB homologs) more closely resemble those of eukaryotes, whereas archaeal activators and repressors resemble those of bacteria [12]. Bacterial-type transcription factors (TFs) of the helix-turn-helix class of DNA binding proteins are particularly overrepresented in available sequenced archaeal genomes [13-15]. Compared with the substantial information on TF function in other domains of life, relatively few of the ~4,000 predicted archaeal TFs [14] have been assigned a known function *in vivo* despite intense interest in recent years [16-25].

Here we identify and characterize the function of VNG0258H, a putative TF comprised of a winged helix-turn-helix (wHTH) domain and an uncharacterized domain unique to a subset of haloarchaeal species. We used existing systems biology datasets to generate the hypothesis that VNG0258H may function in the response to ROS and/or oxygen perturbations. To test this, we generated a *VNG0258H* deletion mutant and monitored global gene expression dynamics and high throughput growth physiology in this strain in response to hydrogen peroxide (H_2_O_2_) and paraquat (PQ). Results suggest that VNG0258H is required for ROS resistance and modulates the expression of genes encoding proteins involved in repairing cellular damage from extremely high levels of reactive oxygen species (ROS). *In vivo* binding assays demonstrate that VNG0258H binds directly to the promoter of *sod2*, encoding the [Mn] superoxide dismutase. We conclude that VNG0258H is a unique haloarchaeal TF required for the response to extreme oxidative stress endemic to hypersaline environments. We have therefore renamed VNG0258H as RosR, *r*eactive *o*xygen *s*pecies *r*egulator.

## Methods

### Strains and growth conditions

All strains used in this study are listed in Additional file 1: Table S4. Briefly, *Halobacterium salinarum* NRC-1 (ATCC700922) was used to determine the *in vivo* function of VNG0258H. A strain harboring an in-frame deletion of *VNG0258H* was constructed in the *Δura3* uracil auxotroph parent strain as described previously [26]. *H. salinarum* strains harboring *VNG0258H* fused to the c-myc epitope at its C-terminus and driven by the *VNG2293G* strong constitutive promoter on a low-copy number plasmid was constructed as described previously [27]. For culturing the strains carrying the *VNG0258H::c-myc* and *trmB::c-myc* fusions (used for ChIP-qPCR and growth assays), cultures were supplemented with 20 μg/mL mevinolin for plasmid maintenance. For routine culturing, *H. salinarum Δura3* parent and *Δura3ΔVNG0258H* deletion mutant strains were grown in complete medium (CM; 250 g/L NaCl, 20 g/L MgSO_4_·7H_2_O, 3 g/L sodium citrate, 2 g/L KCl, 10 g/L peptone) supplemented with uracil (50 mM) to complement the *Δura3* auxotrophy.

### High throughput growth curves

Starter cultures of *H. salinarum* NRC1, *Δura3* parent strain, Δ*VNG0258H*, or Δ*VNG0258H* cells complemented with *VNG0258::c-myc* on a plasmid (Additional file 1: Table S4) were grown to OD600 ~1.0 in 50 mL CM supplemented with 50 mM uracil. Culture aliquots (200 μL) were grown at 37°C for 48 hours under continuous shaking (~225 rpm) in a Bioscreen C microbial growth analyzer (Growth Curves USA, Piscataway, NJ) set to measure optical density at 600 nm automatically every 30 minutes for 200 culture samples simultaneously. For continuous H_2_O_2_ and paraquat (PQ) exposure experiments, cultures were diluted in CM-uracil to OD600 ~0.05 and supplemented with 30% (v/v) H_2_O_2_ to final concentrations of 5, 6, 7, 12.5, 18.75, or 25 mM H_2_O_2_. 100 mM PQ was added to final concentrations of 0.083, 0.167, or 0.333 mM. These ROS conditions have been used previously and are also used here as proxies for the continuous high-level UV exposure that *H. salinarum* experiences on a routine basis in its salt lake habitat [11,28]. For shock experiments, oxidant was added to growing cultures in logarithmic phase at OD_600_ 0.250 to 0.375 (as measured in a standard 1x1 cm path-length cuvette spectrophotometer). At least 4 biological replicate trials were conducted for each strain under each condition. Growth rate was calculated independently for each growth curve by taking the slope of the linear regression fit to log_2_-transformed curves from 12 to 24 hours for continuous exposure experiments, and from 20 to 32 hours for shock experiments. Individual growth rates were then averaged by strain and growth condition. Averages, standard deviations, and results of non-parametric paired *t*-tests (comparing *H. salinarum Δura3* to *ΔVNG0258H* strain growth under each condition) are reported in the Figures. See Additional file 2 for supplementary methods regarding growth assays. See Additional file 3: Table S1 for all raw and analyzed growth data.

### Gene expression microarray sample preparation, hybridization, and data analysis

*H. salinarum Δura3* parent and Δ*VNG0258H* mutant strains were grown in CM supplemented with uracil to mid-logarithmic phase (OD_600_ ~ 0.5). For H_2_O_2_ time courses, 4-mL culture aliquots were removed for RNA extraction at three time points prior to the addition of 25 mM H_2_O_2_ (−40 min, -20 min, 0 min) and five time points following H_2_O_2_ addition (10, 20, 40, 60, 80 minutes). Paraquat (PQ) time courses were prepared similarly with the exception that additional time points were taken at 2 h, 8 h, and 24 h after the addition of 0.333 mM PQ to assess long-term expression patterns. For each biological duplicate time course, all samples were removed from the same culture to ensure coherence of gene expression between unstressed and stressed cultures. From each sample, cells were immediately pelleted by centrifugation (12,000 *g*, 30 sec, 25°C) and snap-frozen in liquid nitrogen. Sample pellets were stored overnight at −80°C, followed by RNA preparation using the Absolutely-RNA kit (Stratagene, La Jolla, CA) according to the manufacturer’s instructions. RNA quality was assessed using the Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA). Freedom from DNA contamination was ensured by PCR amplification of 200 ng of each RNA sample. 600 ng of each quality-checked RNA sample directly labeled with Cy3 and Cy5 dyes (Kreatech) as described previously [29,30] and combined in equimolar amounts with oppositely labeled *H. salinarum* NRC-1 reference RNA (from batch cultures grown in CM at 37°C to mid-logarithmic phase). This common reference RNA was used across all ~950 microarray experiments listed in the *H. salinarum* NRC-1 microarray data repository [31]. Samples were hybridized to a custom 60-mer oligonucleotide microarray (Agilent technologies, Santa Clara, CA, 8 x 15,000 feature array, AMADID ID #30108, GEO platform accession GPL14876). This array contains 2,410 non-redundant open reading frames (ORFs) of the *H. salinarum* NRC-1 genome. Probes for each ORF were spotted on each array six-fold and dye-swapping was conducted (to rule out bias in dye incorporation) for all samples, yielding 12 technical replicates per gene per time point. Slide hybridization and washing protocols were performed according to the manufacturer’s instructions, except that hybridization was conducted in the presence of 37.5% formamide at 68°C to ensure proper stringency due to the high G + C content of the *H. salinarum* genome (67%, [32]).

Slide scanning and spotfinding were conducted using Feature Extraction software (Agilent). Within the R Bioconductor [33] m-array and limma packages [34], resultant raw data were background-subtracted using normexp [35], Loess normalized within each array, and quantile normalized between all arrays. Any of the 12 gene-specific probes for each gene lying outside the 99^th^% confidence interval were removed using Dixon’s test [36]. Finally, remaining probe intensities for each gene were averaged and log_2_ ratios were calculated, yielding one expression ratio per gene. Resultant processed data are listed in Additional file 4: Table S2 and Additional file 5: Table S3. Both raw and processed microarray data are also available through the NCBI Gene Expression Omnibus (GEO) accession number GSE33980.

### *In vivo* DNA binding assays with ChIP-qPCR

*H. salinarum* harboring *VNG0258H::myc* was grown to mid-logarithmic phase (OD_600_ ~ 0.5) in CM supplemented with mevinolin. Transcription factor-chromatin complexes were then cross-linked *in vivo* with 1% formaldehyde for 20 min at room temperature and subjected to immunoprecipitation (IP) by virtue of the myc epitope tag as described previously [27]. Primers (Integrated DNA Technologies, Coralville, IA) were designed according to criteria described in [37] and are listed in Additional file 1: Table S4. ChIP samples from *trmB::c-myc* cells were run simultaneously as controls, since TrmB is a transcription factor previously shown not to bind the region of interest [20]. Quantitative PCR (qPCR) reaction and thermocycling conditions were as described in [27]. Each of the five biological replicate samples of RosR ChIP were run in triplicate qPCR reactions for a total of 15 data points per sample. Reactions with C_T_ values greater than 0.5 standard deviations from the triplicate mean were excluded from analysis. Enrichment of RosR binding at each promoter locus was calculated in each ChIP sample compared to the input sample using relative quantitation as described [27]. Resultant data reported represent the mean of all trials ± SEM.

### Systems biology data analysis, integration, and visualization

All systems biology datasets were analyzed and visualized in the context of the web executable, interoperable Gaggle data analysis environment [38] and other existing online database tools. Specifically, predictions and hypotheses were made using the existing GRN for *H. salinarum*[11] and explored in Cytoscape [39]. Amino acid sequences of VNG0258H homologs from other halophilic archaea were compared using PSI-BLAST [40] in the context of the Halolex database [41] and NCBI GeneBank. Sequences were aligned using ClustalW [42]. Transcriptome structure data for the VNG0258H genomic locus [43] (see Results) were visualized using the *H. salinarum* genome database [44] and the Gaggle Genome Browser [45].

The TM4 MultiExperiment Viewer (MeV) application [46] within the Gaggle environment was used for statistical analysis of microarray gene expression datasets. Specifically, Significance Analysis of Microarrays (SAM, a *t*-test-based method) was used to detect gene groups with significantly different expression levels in the *Δura3* parent and *ΔVNG0258H* mutant strains. Genes significantly up- or down-regulated in *ΔVNG0258H* were considered to be VNG0258H-dependent. Genes with significantly different expression in PQ or H_2_O_2_*vs.* standard conditions in the Δ*ura3* parent strain but not Δ*VNG0258H* were considered to be PQ or H_2_O_2_-responsive but VNG0258H-independent. The latter group was further subjected to KMEANS analysis to detect genes with altered dynamics in Δ*VNG0258H* cells. Annotations for genes within resultant clusters were analyzed using the Firegoose web portal within the Gaggle [47]. Annotated genes were subsequently grouped by arCOG annotations [48] using the R Bioconductor package within the Gaggle environment. Significance of enrichment within arCOG categories was calculated using term-for-term analysis as described [49].

*Cis*-regulatory sequence predictions were conducted using the MEME online software package [50] with two different sequence inputs: (a) open reading frames and 500 bp upstream sequence of the 50 genes differentially expressed in both H_2_O_2_ and PQ datasets; (b) promoter sequences of the *sod2* gene from the 8 haloarchaeal genomes containing RosR homologs. Searches on each type of sequence input were constrained to 6–20 bp motifs. Palindromic output was not enforced. MEME was run in discriminative mode using the first 250 kbp of the *H. salinarum* genome as negative sequence. Output sequence position weight matrices were visualized in sequence logo format using the WebLogo package (http://weblogo.berkeley.edu).

## Results

### Using existing systems biology datasets to identify candidate regulators of reactive oxygen species (ROS) stress response

To identify transcription regulatory proteins involved in the response to ROS and/or oxygen-related physiology in *H. salinarum*, we mined the existing systems biology datasets for this organism to identify candidate transcription factors. These data types include (1) the computationally inferred GRN; (2) changes in mRNA abundance microarray data during perturbations in oxygen and ROS conditions [11,30]; (3) genome-wide transcriptome structure [43]; and (4) proteomics data [51].

The existing GRN models have implicated approximately 80 TFs in the response to ROS [11,31]. However, some of these TFs exhibit similar changes in mRNA abundance in response to ROS, and so the inference procedure frequently groups several TFs into a single regulatory node [31]. Thus, the computational inference procedure cannot discern which TF within a group regulates which target genes, nor can it distinguish direct from indirect regulatory influences. We reasoned that slight differences in the expression profiles of TFs within the same node may not have been detected by the inference procedure, but may become evident upon closer inspection. We therefore re-examined the gene expression profiles of each of the 80 TFs in the GRN under oxidative conditions (i.e. in the presence of high oxygen, paraquat, or hydrogen peroxide). In response to changes in oxygen levels, the expression pattern of one putative TF, *VNG0258H,* ranks first of all the TFs in the genome in (1) correlation with genes associated with aerobic physiology, including TCA cycle and electron transport (C_P_ = 0.327; Figure 1A) [30]; (2) anti-correlation with genes associated with anaerobic physiology, including DMSO reduction and phototrophy (C_P_ = −0.621; Figure 1A) [30]; and (3) magnitude of change (3.5-fold down-regulated with low oxygen and 2-fold up-regulated in high oxygen). In response to hydrogen peroxide (H_2_O_2_) exposure [9,11], *VNG0258H* expression is anti-correlated with clusters of genes associated with cobalamin biosynthesis, iron homeostasis, and redox reactions (Figure 1B). Gene expression correlations are more complex in response to the redox cycling drug paraquat (PQ), with some clusters correlated and others anti-correlated with the *VNG0258H* expression profile (Figure 1C). 

**Figure 1:**
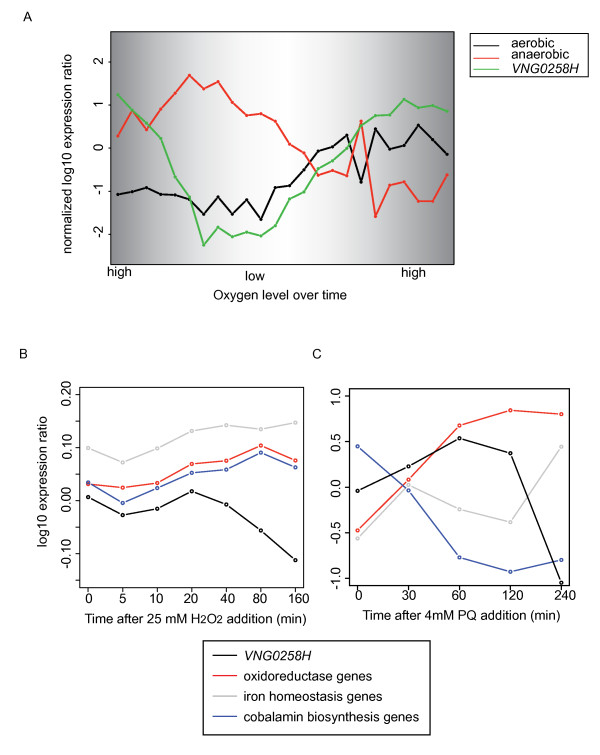
***VNG0258H*gene expression in response to H**_**2**_**O**_**2**_**and oxygen.** (**A**) Comparison of *VNG0258H* gene expression to that of genes involved in aerobic and anaerobic physiology [30]. The x-axis represents shifts in oxygen levels over time in a fermentor. Graph background shading corresponds to the relative oxygen concentration. “High” oxygen represents 100% oxygen saturation in CM medium (5 μM) as measured by a dissolved oxygen probe. “Low” represents 5% saturation or below [30]. The y-axis represents mean and variance normalized log_10_ expression ratios compared to mid-logarithmic phase *H. salinarum*. The green trace represents *VNG0258H* gene expression, whereas black and red traces represent the mean expression profiles for genes encoding proteins involved in aerobic and anaerobic physiology, respectively [30]. (**B**) Mean gene expression profiles for clusters of genes correlated with *VNG0258H* mRNA changes in response to H_2_O_2_[11]. See legend for colors. (**C**) Mean gene expression profiles in response to PQ for genes from (A). Colors are as in (B).

Genome-wide whole transcript mapping data indicates that the *VNG0258H* gene is transcribed as a monocistronic message flanked by genes of unknown function [43]. The *VNG0258H* protein product has been detected by mass spectrometric proteomics in the presence of oxygen [30] and during recovery from high levels of gamma radiation [2,51], confirming that the annotated ORF encodes a *bona fide* protein that is expressed under similar conditions as the *VNG0258H* transcript. Based on this new perspective on existing systems biology datasets for *H. salinarum*, we hypothesize that *VNG0258H* encodes a putative TF that may play a role in the response to oxygen and/or oxidative stress conditions.

### Sequence homology suggests that VNG0258H may represent a class of DNA binding proteins unique to haloarchaea

Primary amino acid sequence homology suggests that VNG0258H contains a central domain that bears weak amino acid sequence homology (39% identity, E-value < 0.007) to the GntR winged helix-turn-helix (wHTH) superfamily of bacterial transcription factors, which includes the MarR and PadR families (PFAM 03551, Figure 2). Compared to characterized bacterial MarR family members, one residue in the VNG0258H HTH region known to be important for binding the major groove of DNA is conserved, as are two residues in the wing region that bind the minor groove (Figure 2, [52]). PSI-BLAST searches with the whole VNG0258H protein sequence and the short N- and C-terminal domains flanking the central wHTH domain of VNG0258H matched only those from a small clade of halophilic archaea (Figure 2). Together these sequence data are consistent with the hypothesis that VNG0258H may represent a class of transcription factors unique to the haloarchaea. To our knowledge, none of these putative archaeal DNA binding proteins has been functionally characterized. 

**Figure 2:**
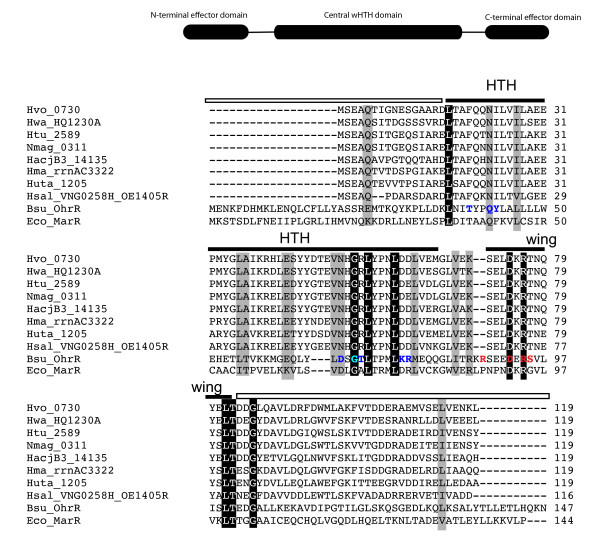
**Homology of VNG0258H winged helix-turn-helix (wHTH) putative transcription factor with haloarchaeal homologs and bacterial matches to wHTH domain.** Residues in bold blue font depict those known to interact with the major groove of OhrR in *B. subtilis*, whereas those in bold red letters represent residues of the wing that contact the minor groove [52]. In the N- or C-terminal domains (white overbar), no homology was detected outside the halophilic archaea. Perfectly conserved residues are shaded black, whereas conservatively substituted residues are shaded grey. Black overbars designate characterized helix-turn-helix (HTH) and wing regions from bacterial MarR family members. Hvo_0730, *Haloferax volcanii* (GenBank genome accession NC002945); Hwa, *Haloquadratum walsbyi* (NC_008212); Htu, *Haloterrigena turkmenica* (NC_013743); Nmag, *Natrialba magadii* (NC_013922); Huta, *Halorhabdus utahensis* (NC_013158); HacjB3, *Halalkalicoccus jeotagali.B3* (NC_014297); Hsal, *Halobacterium salinarum* NRC-1 (NC_002607); Hma, *Haloarcula marismortui* (NC_006396); Bsu, *Bacillus subtilis*; Eco, *E. coli*. Numbers following each species name refer to gene unique identifiers in each genome. OE1405R in *H. salinarum* is a cross-reference to the corresponding gene in the R1 strain [41].

### *ΔVNG0258H* growth is impaired in the presence of H_2_O_2_ and paraquat

To test the hypothesized role of VNG0258H in the response to oxygen and/or oxidative stress conditions, we generated a strain of *H. salinarum* strain deleted for *VNG0258H* (Methods). We measured its response to varying H_2_O_2_ and paraquat (PQ) concentrations in different phases of growth. Under standard aerobic growth conditions, the *H. salinarum ΔVNG0258H* mutant strain grows similarly to the isogenic *Δura3* parent strain (Figure 3A). However, when H_2_O_2_ is added, the mutant exhibits a significant growth defect (Figures 3B, C, D, E, Additional file 6: Figure S1). The greatest difference in growth rate between the Δ*VNG0258H* and Δ*ura3* strains is observed at 6 mM H_2_O_2_ added at inoculation (Figure 3B, *p* < 7.9 x 10^-7^) and 18.75 mM H_2_O_2_ added in mid-logarithmic phase (Figure 3D, *p* < 2.4 x 10^-10^). These Δ*VNG0258H* growth defects are significantly complemented *in trans* by a constitutively expressed, plasmid-borne wild type copy of the *VNG0258H* gene (Additional file 7: Figure S2; Methods). Both strains are completely growth-inhibited when challenged with 7 mM H_2_O_2_ at time of inoculation (Figures 3B and 3C) or 25 mM H_2_O_2_ added in mid-logarithmic phase (Figures 3D, 3E, and Additional file 3: Table S1), suggesting a relationship between cell density or growth phase and H_2_O_2_ resistance. Together, these phenotypic data suggest that (a) the VNG0258H protein is important for protection against oxidative stress caused by exposure to high levels of exogenous H_2_O_2_; and (b) cell density and H_2_O_2_ resistance tend to co-vary.

**Figure 3:**
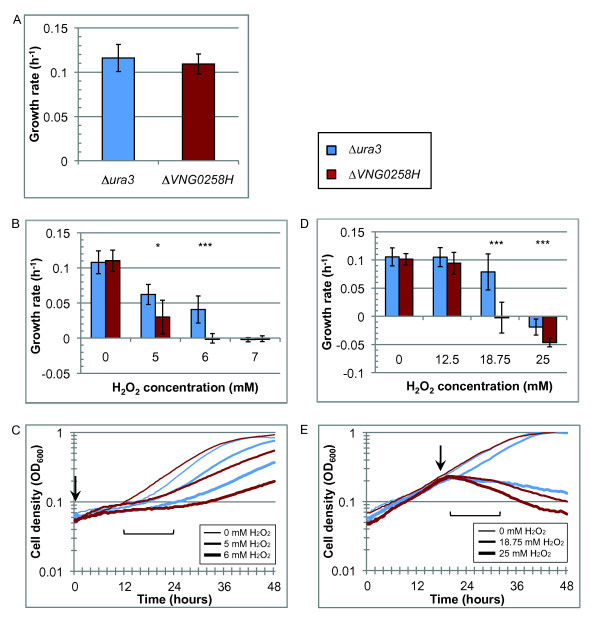
***ΔVNG0258H*is impaired for growth and survival upon exposure to hydrogen peroxide (H**_**2**_**O**_**2**_**).** (**A**) Comparison of *ΔVNG0258H* and *Δura3* parent growth rates under standard conditions across all experiments (n = 63, see also Additional file 3: Table S1). (**B**) Mean growth rates for 4 biological replicate cultures treated with H_2_O_2_ in lag phase. Blue bars represent *Δura3* cultures; red bars represent *ΔVNG0258H* cultures. Concentration of H_2_O_2_ added is indicated on the x-axis. (**C**) Representative growth curves (1 of 4 biological replicates) for cultures treated with H_2_O_2_ at beginning of growth (OD600 ≈ 0.05). Line colors are as in (B). Thin, medium, and thick lines indicate H_2_O_2_ added to a final concentration of 0, 5, or 6 mM, respectively (see legend; 7 mM curves omitted for clarity). Downward arrow indicates time of H_2_O_2_ addition. Bracket indicates period for which mean growth rates were calculated. (**D**) Mean growth rates for 7 biological replicate cultures treated with H_2_O_2_ in mid-logarithmic growth phase. (**E**) Representative growth curves for cultures treated with H_2_O_2_ in mid-logarithmic phase (OD600 ≈ 0.3). Thin, medium, and thick lines indicate H_2_O_2_ added to a final concentration of 0, 18.75, or 25 mM, respectively (curves for 6.25 and 12.5 mM conditions are omitted for clarity). Downward arrow indicates time of treatment. Bracket indicates period for which mean growth rates were calculated. In all bar graphs, error bars represent standard deviation. Asterisks represent statistically significant differences between *ΔVNG0258H* and parent strain *Δura3* under the same growth conditions, where single asterisk indicates a *p*-value < 0.01, double asterisk indicates *p* < 0.001, and triple asterisk indicates *p* < 0.0001. All raw data are given in Additional file 3: Table S1.

*ΔVNG0258H* is also markedly more susceptible to PQ stress than the parent strain. PQ added at the time of inoculation slows the growth rate of both strains, though *ΔVNG0258H* growth decreases more dramatically (Figure 4A; *p* < 6.0 x 10^-13^). Both strains grow normally in the presence of PQ up to about 12 hours, at which point growth rate slows significantly (Figure 4B). When PQ is added at mid-logarithmic phase, however, growth declines immediately after the PQ addition (Figure 4D). *ΔVNG0258H* is significantly more susceptible to PQ addition in mid-logarithmic phase than *Δura3*, with complete inhibition of growth observed at 0.333 mM PQ (Figure 4C; *p* < 1.6 x 10^-8^). In contrast to H_2_O_2_ response, PQ addition in lag and mid-logarithmic growth phases caused similar effects on growth, suggesting no relationship between cell density and susceptibility to PQ (*e.g.* compare Figure 4A to 4C). Together these PQ phenotypic data suggest that (a) VNG0258H is required for resistance to PQ exposure; and (b) PQ resistance of *H. salinarum* is independent of cell density.

**Figure 4:**
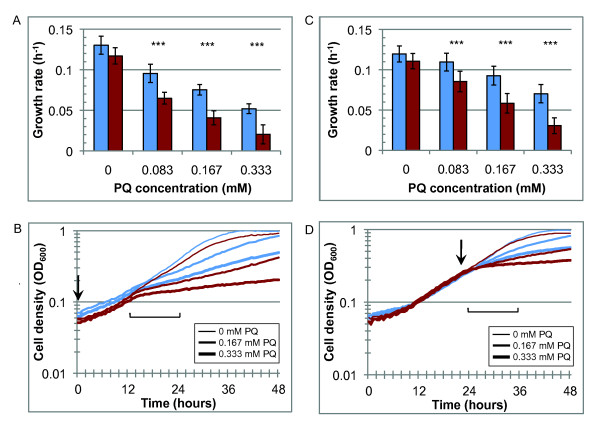
***ΔVNG0258H*is impaired for growth and survival upon exposure to paraquat (PQ).** (**A**) Mean growth rates for 7 biological replicate cultures treated in lag phase. Blue bars represent *Δura3* cultures; red bars represent *ΔVNG0258H* cultures. (**B**) Representative growth curves (1 of 7 biological replicates) for cultures treated with PQ at beginning of growth phase (OD600 ≈ 0.05). Thin, medium, and thick lines indicate PQ added to a final concentration of 0, 0.167, or 0.333 mM, respectively (curve for 0.083 mM omitted for clarity). Downward arrow indicates time of PQ addition. Bracket indicates period for which mean growth rates were calculated. Line colors are as in (A). (**C**) Mean growth rates for 7 biological replicate cultures treated with PQ in mid-logarithmic growth phase. (**D**) Representative growth curves (1 of 7 biological replicates) for cultures treated with PQ in mid-logarithmic phase (OD600 ≈ 0.3). Line widths indicate the same PQ concentrations as in (B). Representative curves for 0.083 mM condition are omitted for clarity. Asterisks and error bars are as in Figure 3. All raw data are given in Additional file 3: Table S1.

### VNG0258H is required for appropriate gene expression dynamics in response to ROS induced by H_2_O_2_ and PQ

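Gene expression around the addition of H2O2 was measured on 62 arrays of Agilent's 2-colour format, with the RNA of a culture sample in one channel and a common reference RNA of strain NRC-1 in the other. The Δura3 parent carries VNG0258H, and the ΔVNG0258H mutant was made from it. For each strain, 2 cultures (A and B) were sampled 40 and 20 min before the addition of 25 mM H2O2, at 0 min, and 10, 20, 40, 60 and 80 min after it. The samples comprised 16 RNA extracts of the parent and 15 of the mutant, since none of mutant culture B at 20 min was analysed here. Each extract was hybridized to 2 arrays with the dyes exchanged, and this pair counted as 1 replicate. The authors scanned the arrays with Feature Extraction 9.5.3.1 and deposited the mean intensity and local background of each spot, with a table of log2 ratios averaged by gene. As in the methods of the paper, the intensities were background-corrected with normexp (the offset of 50 was chosen here), then normalized by loess within arrays and by quantiles between all 150 arrays. The 6 or 7 spots of each of 2410 genes were averaged on an array, and the pair of arrays was then averaged as the log2 ratio of sample to reference. Strains and time points were compared with limma, with the culture as a random block, and p was adjusted by Benjamini-Hochberg over all genes. The estimated correlation within a culture was only 0.039, so the samples of a culture entered these tests almost as independent ones. A gene was called at an adjusted p under 0.05. A response is the level after the oxidant minus the mean of the 3 samples before it, and a strain difference is mutant minus parent. A median of 55.3% of gene spots per array lay well above background (13.4% to 77.7%). The negative control spots reached 83.1% (Cy3) and 86.6% (Cy5) of the median brightness of the gene spots, so genes of low expression were measured close to background. VNG0258H itself was one of these, with 14 of 32 parent arrays and 13 of 30 mutant arrays well above background. Its log2 ratio to the reference had a median of -0.05 in the 16 parent extracts (-0.16 to 0.05) and of -0.31 in the 15 mutant extracts (-0.41 to -0.12). Which part of VNG0258H its probes cover is not given in the sources used here. The extract of mutant culture A at 80 min was turned, because its ratios with the dyes as labelled ran opposite to those of culture B at the same time (r = -0.947 over genes) and to the authors' own averaged values for it (r = -0.996). Its sign was taken from the authors' deposited table. Counts with its dyes as labelled stand beside the main counts of this experiment, but not beside every count by time or direction.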

To determine whether VNG0258H plays a role in gene regulation, mRNA expression in the Δ*VNG0258H* deletion mutant and Δ*ura3* parent backgrounds was monitored using microarrays, 40 and 20 minutes prior to H_2_O_2_ and PQ treatment and at 10, 20, 40, 60, 80 minutes following H_2_O_2_ or PQ treatment (Additional file 8: Figure S3 and Additional file 9: Figure S4, respectively). Three additional time points at 2 h, 8 h, and 24 h were monitored for PQ. 

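The paraquat (PQ) experiment comprised 88 arrays of 44 RNA extracts, 22 of each strain, from 2 cultures per strain that were separate from those given H2O2. PQ, which cycles between oxidation states and yields superoxide within the cell, was added at 0.333 mM. The last 3 samples of each culture were taken 120, 480 and 1440 min after PQ, which is 2, 8 and 24 h. The arrays, the reference RNA, the exchange of dyes and all steps from intensities to log2 ratios were those of the H2O2 experiment, with which the arrays were normalized together. The signal was lower here: a median of 30.7% of gene spots per array lay well above background (6.22% to 73.1%), and the number of such arrays limits what could be measured. The authors' averaged log2 ratios for this experiment were larger than those computed here by a median slope of 1.16 per extract, against 0.994 in the H2O2 experiment, with r between 0.977 and 0.997 over genes. What widened the scale of the PQ values in the authors' table is not given in the sources used here. VNG0258H was well above background on 10 of 44 parent arrays and 3 of 44 mutant arrays, with median log2 ratios to the reference of 0.04 (-0.39 to 0.19) and -0.27 (-0.73 to -0.01). The library labelled parent culture A at 120 min carried the transcript of VNG0256H, a close neighbour of VNG0258H by locus number, at a log2 ratio of 3.25, a level otherwise seen in the mutant. The library was kept under its label, and its removal changed no count of calls in this experiment by more than 1.5 times.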

Expression was measured using microarrays spotted with probes against each of the *H. salinarum* NRC-1 open reading frames (ORFs; [43]; Methods).

#### Clusters of gene expression patterns in response to H_2_O_2_

As expected from previous studies [11], a substantial proportion of the genome (626 of 2,410 genes, 26%) exhibited changes in mRNA abundance in response to H_2_O_2_ treatment in the *Δura3* parent strain (Figure 5, Additional file 4: Table S2). Of these 626, 332 genes changed in abundance in response to H_2_O_2_ in the parent strain but were unaffected by the *VNG0258H* mutation (Figure 5H, J). These genes are considered “VNG0258H-independent”. 

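The parent changed the expression of 658 of 2410 genes after H2O2 (27.3%), of which 333 were higher and 325 lower on average over 10 to 80 min. The largest rise was that of VNG0733H, by 2.13 on the log2 scale (standard error 0.11, 2 cultures, adjusted p = 3.45e-11 from limma's mean contrast). VNG0704C, a predicted transcription factor, rose by 1.87 (standard error 0.16, adjusted p = 4.09e-08), with 17 of 32 parent arrays well above background. VNG0151C rose by 1.67, whereas VNG2525H fell by 1.45 and VNG2079G fell by 1.41. The arginyl-tRNA synthetase gene argS rose by 0.56 (standard error 0.09, adjusted p = 5.48e-05). In the single time points, 239 genes were called at 10 min, 326 at 20 min, 533 at 40 min, 431 at 60 min and 482 at 80 min. The count of 658 is that of limma's F-test of the 5 time points after H2O2, each against the mean of those before. It was 418 without parent culture A and 364 without parent culture B. With the dyes of mutant culture A at 80 min as labelled, which widens the spread shared by all groups, it was 322 (179 higher and 143 lower).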

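Of the genes that changed in the parent, 287 did not pass limma's F-test of a difference between the strains, although 68 of these were called at a single time point and 35 in the means before or after H2O2. VNG2079G was among the 287: it fell by 1.41 in the parent and by 1.40 in the mutant on the log2 scale (standard error 0.17, adjusted p = 3.15e-06 from limma). The mutant as a whole responded to H2O2 with 981 genes, 590 higher and 391 lower in the mean over 10 to 80 min, against 727 in the same test of the parent (395 higher and 332 lower). Of these, 274 genes rose in both strains and 240 fell in both, where 96.7 and 53.9 would be shared by independent lists. The mean responses of the strains had a correlation of 0.63 over genes, which are not independent replicates. The contrast of 981 with 727 genes was not tested, and leaving out a culture could lower each count by more than 1.5 times. A gene without a called difference is not thereby shown to respond alike in both strains. Under the labelled dyes of mutant culture A at 80 min, the counts were 169 genes not past the F-test of a strain difference, 370 in the mean response of the parent (178 higher and 192 lower) and 236 in that of the mutant (121 higher and 115 lower), and VNG2079G had an adjusted p of 0.0808 in the mutant.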

294 of the 626 genes exhibited significant changes in the Δ*VNG0258H* mutant compared to the parent during H_2_O_2_ exposure (Figure 5, Additional file 8: Figure S3). 

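The expression of 371 of the genes responding in the parent also differed between the strains, with 162 higher and 209 lower in the mutant on average. Several were genes that responded strongly in both strains: VNG0733H rose by 2.41 in the mutant (standard error 0.12), and VNG2525H fell by 1.68 (standard error 0.16). VNG0151C, which rose in the parent, was lower in the mutant after H2O2 by a log2 difference of -0.73 (standard error 0.08, adjusted p = 1.80e-06). A further 121 genes differed between the strains without a called response in the parent, 86 of them higher and 35 lower in the mutant. In all, 492 genes passed limma's F-test of the strain differences over the 8 time points, 248 of them higher and 244 lower in the mutant on average. This count fell to 248 without parent culture A and to 280 without mutant culture B. Under the labelled dyes of mutant culture A at 80 min, 198 genes differed (78 higher and 120 lower), 153 of them with a response in the parent, and VNG2525H had an adjusted p of 0.0628 in the mutant.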

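The strain differences were sorted by whether they were present before H2O2, after it, or both. Before H2O2, 101 genes differed between the strains (53 higher and 48 lower in the mutant), and over 10 to 80 min after it 443 differed (214 higher and 229 lower). The gene VNG0256H was the one most increased in the mutant at both stages, while VNG2108G was the one most decreased after H2O2. In 67 genes the difference had one direction before and after, in 5 it turned, in 371 it was called only after H2O2 and in 29 only before. Whether a difference changed on H2O2 was tested by itself, as the strain difference after minus the strain difference before, and 243 genes passed this test (93 upward and 150 downward). These counts come from limma with cultures as blocks. The test named in the methods, SAM, taken with extracts as samples at a permutation false discovery rate of 5%, called 152 genes before and 489 after H2O2. For the labelled dyes of mutant culture A at 80 min, limma called 48 genes before (22 higher and 26 lower) and 229 after (89 higher and 140 lower).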

According to significance analysis of microarrays (SAM), these genes fell into four distinct patterns, or clusters, of VNG0258H-dependent induction or repression. The first cluster includes 63 genes which exhibit a change in mRNA abundance in Δ*VNG0258H* relative to Δ*ura3* regardless of H_2_O_2_ treatment (Figure 5A and B). 

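The 67 genes that differed in one direction before and after H2O2 comprised 38 that were higher and 29 that were lower in the mutant. VNG0256H, an uncharacterized conserved protein, was higher by 3.18 on the log2 scale before H2O2 (standard error 0.12, 2 cultures per strain, adjusted p = 1.72e-12 from limma) and by 3.55 after it (standard error 0.10). VNG6275H was higher by 1.75 before and 1.72 after, and the deoxycytidine deaminase gene dcd by 1.06 and 0.64. The adjacent genes taqD, a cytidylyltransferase, and VNG0778C, a predicted metal-dependent protease, were higher by 1.01 and 1.10 before H2O2 and by 1.15 and 1.10 after it. Among the genes lower in the mutant, VNG6385H differed by -2.36 before H2O2 (standard error 0.17, adjusted p = 3.48e-08), with 3 of 12 mutant arrays well above background, and VNG6330H by -1.14. In the PQ experiment, however, parent culture A had the level of the mutant for VNG6330H (-0.32, against 1.07 in parent culture B), and VNG6385H was well above background on no array of parent culture A or of the mutant, so its level there is not measured. The thioredoxin-like protein gene VNG2593H was lower by a log2 difference of -1.25 after H2O2. Its difference before, -0.37, was called (adjusted p = 0.0311), but not with the slide as a block (adjusted p = 0.0620), with Agilent's own ratios (0.168), without normalization between arrays (0.141) or without any one of the 4 cultures (0.0628 to 0.262). Without parent culture A, B or mutant culture B, the genes called before H2O2 numbered 62, 56 and 61. The labelled dyes of mutant culture A at 80 min left 27 genes different before and after, and the adjusted p before H2O2 was 0.0826 for VNG6275H and 0.999 for VNG2593H. With these dyes VNG6275H was not called after H2O2 either (adjusted p = 0.0635).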

The second cluster includes 191 genes which require VNG0258H for appropriate expression in the presence of H_2_O_2_ (Figure 5C and D). In this cluster, we detected time-resolved waves of VNG0258H-dependent activation of genes in response to H_2_O_2_ (Figure 5D, Methods), with 43 genes activated within 10 minutes of H_2_O_2_ exposure (“early” genes), and 86 more within 40 minutes (“late” genes; Figure 5D). In contrast, 62 genes requiring VNG0258H for repression in response to H_2_O_2_ form a single, coherent cluster, with no waves detected (Figure 5C). 

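After H2O2, 371 genes differed between the strains without a difference called before it, 173 higher and 198 lower in the mutant. For 187 of them the change of the strain difference on H2O2 was itself called, upward in 63 and downward in 124. VNG2108G rose in the parent and fell in the mutant. Its means in mutant cultures A and B were -0.42 and -0.17 over all samples and -0.86 and -0.69 after H2O2. After H2O2 it was lower in the mutant by a log2 difference of -2.02 (standard error 0.07, adjusted p = 5.82e-14 from limma), and the strain difference changed by -2.29 from before. VNG6203H was lower by -1.85 after H2O2, with 7 of 18 mutant arrays well above background. VNG1815G was higher in the mutant after H2O2 by 1.55, and its strain difference changed by 1.72 (standard error 0.21, adjusted p = 1.44e-05). Of the genes in Table 1, VNG1963H changed by 0.76 and sgb, a polysaccharide biosynthesis gene, by -0.47, with 19 of 32 parent and 14 of 30 mutant arrays well above background for sgb. The change was called in 243 genes in all, 38.3% of them upward, a share of 27.9% without normalization between arrays. That count was 158 without parent culture A, 142 without parent culture B and 125 without mutant culture B. With the labelled dyes of mutant culture A at 80 min it was 83 (30 upward and 53 downward), and 67 genes had a called change and a difference only after H2O2.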

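The genes with lower expression in the mutant only after H2O2 separated from the parent mainly from 40 min on. Of these 198 genes, 1 was first called at 10 min, 8 at 20 min, 87 at 40 min, 87 at 60 min and 8 at 80 min, and 7 were called at no single time point. At 10 min, 48 genes differed between the strains in either direction. At 20 min, where the mutant was measured in culture A only, 29 genes were called. The counts rest on limma contrasts of mutant minus parent at each time point, in which 690 genes were called at 1 or more of the 8 times. This number was 417 without parent culture A and 365 without mutant culture B. With the labelled dyes of mutant culture A at 80 min, 295 genes were called at single time points. Of the genes then lower only after H2O2, 0 were first called at 10 min and 45 at 20 or 40 min.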

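Of the 173 genes with higher expression in the mutant only after H2O2, 6 were first called at 10 min, 1 at 20 min, 79 at 40 min, 44 at 60 min and 18 at 80 min. The remaining 25 were called in the mean over 10 to 80 min but at no single time point. VNG1815G and VNG1963H, which fell in the parent, belong to this group. VNG1963H was higher in the mutant after H2O2 by a log2 difference of 0.56 (standard error 0.06, adjusted p = 1.85e-06 from limma, 2 cultures per strain). Of the 187 genes in which the change on H2O2 was also called, 63 belonged to the group that was higher in the mutant, and 25 with the labelled dyes of mutant culture A at 80 min. Whether the first times of the genes higher and lower in the mutant differ was not tested.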

The third cluster includes 27 genes which show increased expression in *ΔVNG0258H* in the absence of H_2_O_2_ (Figure 5E). 

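In the absence of H2O2, 29 genes differed between the strains without a difference called after it, 13 higher and 16 lower in the mutant. The count of 13 rose by more than 1.5 times without mutant culture A, and other alternatives could lower it by more than that. In 13 of the 29 genes the change on H2O2 was itself called, downward in the 5 that were higher and upward in the 8 that were lower. VNG1533H, an uncharacterized conserved protein of Table 1, was higher in the mutant before H2O2 by a log2 difference of 0.32 (standard error 0.05, adjusted p = 7.22e-04 from limma) and differed by 0.04 afterwards, a change of -0.28 (adjusted p = 0.00784). VNG1618H was lower before by -0.57 (standard error 0.14, adjusted p = 0.0283) and differed by 0.11 afterwards, a change of 0.68 (adjusted p = 0.0157). When parent culture B was left out, neither gene kept its call before H2O2 (adjusted p = 0.0987 and 0.422) or the call of its change (0.107 and 0.271), and without parent culture A both changes lost theirs (0.115 and 0.118). VNG1533H also lost both calls without mutant culture B (0.0617 before and 0.113 for the change) and with culture means (0.122 and 0.0642), and VNG1618H lost that before with the slide as a block (0.196), with Agilent's own ratios (0.0783), with culture means (0.0896) and without parent culture A (0.266) or mutant culture A (0.0776). Under the labelled dyes of mutant culture A at 80 min, 11 of the genes different only before H2O2 had a called change, and VNG1618H had an adjusted p of 0.211 before and 0.0909 for the change.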

Finally, the fourth cluster includes 13 genes which exhibit altered dynamics in Δ*VNG0258H* (Figure 5F and G). These genes exhibited an impulse-like wave of expression in the parent strain. 

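The strain difference shifted between the early and the late samples in 416 genes, 207 upward and 209 downward from 10 and 20 min to 60 and 80 min after H2O2. In 396 of these 416 genes no strain difference was called at 10 or 20 min, and 286 of the 416 also responded to H2O2 in the parent. VNG1815G had the largest upward shift, 2.41 on the log2 scale (standard error 0.30, adjusted p = 1.05e-05 from limma), followed by VNG1565G with 1.90 (standard error 0.48, adjusted p = 0.0105). The largest downward shifts were those of VNG1120H, -2.62 (standard error 0.24, adjusted p = 2.56e-07), and VNG2108G, -2.55. A block for the slide left 145 genes called and gave VNG1565G an adjusted p of 0.182, and it was not called with Agilent's own ratios (0.0578) or without mutant culture A (0.220) or parent culture A (0.0669) either. The upward share of 49.8% was 28.9% without normalization between arrays. The number of shifted genes was 226 without parent culture B, 201 without mutant culture A and 234 without mutant culture B. With the labelled dyes of mutant culture A at 80 min it was 119 (31 upward and 88 downward), 113 of them without a call at 10 or 20 min, and the adjusted p of VNG1565G was 0.285.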

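In the genes whose response in the parent was confined to the first 20 min, the mutant kept its response to the end of the time course. There were 65 such genes, 44 of them risen and 21 fallen. They were called in the parent at both 10 and 20 min in one direction, and not in that direction at 60 or 80 min. Taken in the direction of that response, the parent had median log2 changes of 0.43, 0.35, 0.08, 0.03 and 0.01 at 10, 20, 40, 60 and 80 min, and the mutant of 0.34, 0.38, 0.37, 0.30 and 0.40. At 60 or 80 min the strains differed by a called amount in 54 of the 65 genes, each time with the mutant on the side of the early response. The converse set held 191 genes called in the parent at both 60 and 80 min and neither at 10 nor at 20 min, 101 of them risen and 90 fallen. Their median changes were 0.03, 0.07, 0.37, 0.51 and 0.60 in the parent and 0.01, 0.04, 0.03, 0.08 and 0.05 in the mutant. At 60 or 80 min the strain difference was called against the direction of the parent's change in 116 genes, and in that direction in 3. The cultures of the mutant had medians of 0.40 (A) and 0.26 (B) over 60 and 80 min in the early set and of 0.07 in both in the late set, and the calls are limma's. Both sets were defined from the calls in the parent after the data had been seen, so the medians of the parent and the counts of 54 and 116 genes, which use the same parent values, carry that choice, and only the medians of the mutant come from separate cultures. If the dyes of mutant culture A at 80 min are taken as labelled, the medians of the mutant over 60 and 80 min were 0.15 and 0.03.

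**Figure D1:**
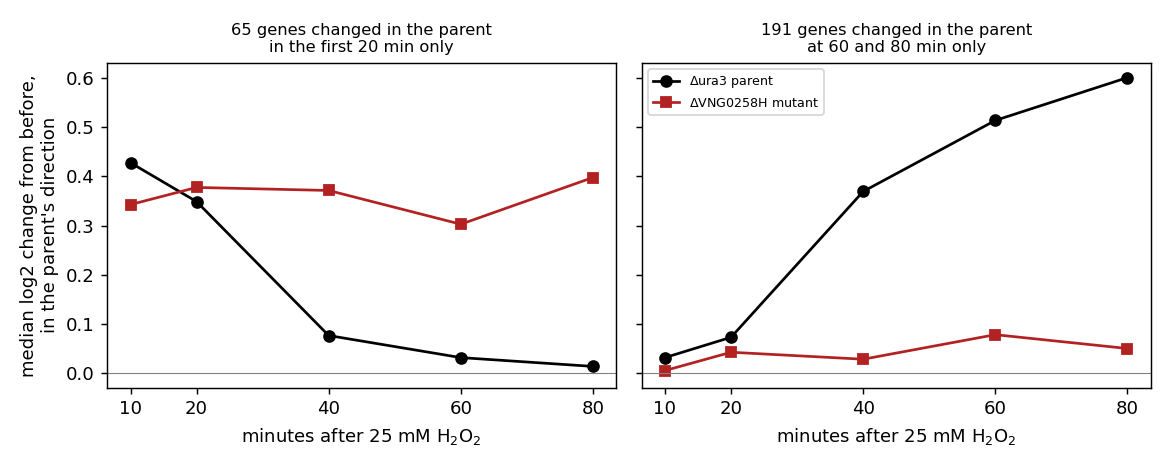
Median log2 change from the mean before H2O2, in the direction of the response of the parent, against time after H2O2 in minutes, for the 65 genes changed in the parent in the first 20 min only (left) and the 191 genes changed at 60 and 80 min only (right). Lines show the parent and the mutant; in the left panel the parent ends at 0.01 and the mutant at 0.40, and in the right panel at 0.60 and 0.05.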

Although the expression patterns of these genes were equivalent in *ΔVNG0258H* and the parent for the first 40 minutes following H_2_O_2_ exposure, expression levels remained elevated compared to the parent level for the duration of the time course (Figure 5F). The converse pattern was also detected (Figure 5G). 

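Genes with higher and with lower expression in the mutant occurred in nearly equal numbers over all 492 genes that differed between the strains. Of the 371 responding genes, 56.3% were lower and 43.7% higher in the mutant on average over the 8 time points. The lower group included argS, an arginyl-tRNA synthetase gene, which rose in the parent and was lower in the mutant after H2O2 by a log2 difference of -1.09 (standard error 0.09, adjusted p = 1.32e-08 from limma, 2 cultures per strain). The higher group included VNG2376H, an uncharacterized conserved protein, with a difference of 1.07 after H2O2 (standard error 0.07, adjusted p = 2.22e-09). At the single time points the split was 31 higher and 17 lower at 10 min, 13 and 16 at 20 min, 136 and 121 at 40 min, 254 and 234 at 60 min, and 215 and 209 at 80 min. If the dyes of mutant culture A at 80 min are taken as labelled, 63.4% of the responding genes with a strain difference were lower and 36.6% higher.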

Across all four clusters combined, approximately equal proportions of the 294 VNG0258H-dependent genes are under-expressed (48%; Figure 5B, D, E, G) as are over-expressed (52%; Figure 5A, C, F) in *ΔVNG0258H*. Together these data suggest that VNG0258H (a) is bifunctional, required for the activation of some genes and the repression of others in response to H_2_O_2_ (Figure 5); and (b) may be involved in fine-tuning of gene expression dynamics for a subset of genes. 

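In 88 of the 243 genes whose strain difference changed on H2O2, the parent rose and the difference changed downward, and in 46 the parent fell and it changed upward (24.6 and 12.8 expected of independent lists). The opposite combinations, a rise in the parent with an upward and a fall with a downward change, were found in 21 and 16 genes (15.2 and 20.7 expected). Both tests use the same parent samples with opposite signs, which favours the first 2 combinations: the covariance over genes was -0.0196, against -0.00322 in 20 simulations without any effect (0 genes called in both), and -0.0128 and -0.0192 with the parent cultures split between the tests. Since data without effects yield few calls, the 0 genes do not measure how far the shared samples favour these combinations. In the remaining 72 the mean response of the parent was not called. VNG2593H, which encodes a thioredoxin-like protein, changed its strain difference by -0.88 on the log2 scale (standard error 0.12, adjusted p = 3.00e-05 from limma), and VNG2376H changed by 0.70 (standard error 0.11, adjusted p = 1.71e-04). With the labelled dyes of mutant culture A at 80 min, the adjusted p of these changes were 0.660 and 0.808, and that of VNG2376H was 0.0525 without parent culture B and 0.0581 with Agilent's own ratios. Taking its clusters together, the paper proposes that VNG0258H is required to activate some genes and to repress others after H2O2, and that it may help to tune the dynamics of some of them.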

**Figure 5:**
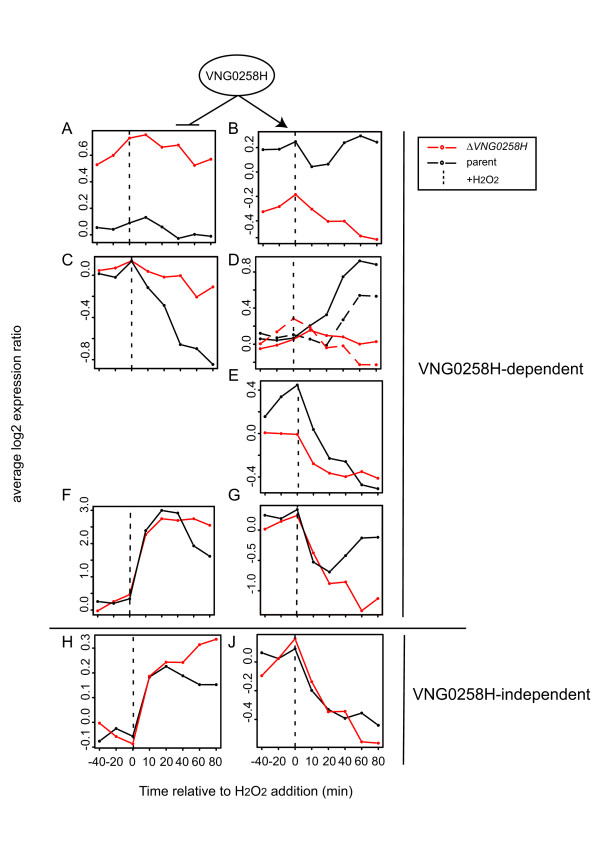
**Gene expression in response to H**_**2**_**O**_**2**_**exposure in the Δ*ura3*parent vs Δ*VNG0258H*mutant strains.** Each line in each graph represents the mean expression profile of gene clusters that rely on VNG0258H for their appropriate expression (A-G) or those that respond to 25 mM H_2_O_2_ treatment regardless of strain background (H and J). Time points before and after H_2_O_2_ exposure in the Δ*ura3* parent strain (black) or Δ*VNG0258H* mutant (red) are divided by the dotted line. (**A**) Genes requiring VNG0258H for repression regardless of condition. (**B**) Genes requiring VNG0258H for activation regardless of condition. (**C**) Genes requiring VNG0258H for repression in the presence of H_2_O_2_. (**D**) Genes requiring VNG0258H for activation in the presence of H_2_O_2_. Dotted traces represent late waves of gene expression. (**E**) Genes requiring VNG0258H for repression in the absence of H_2_O_2_. (**F**) Genes requiring VNG0258H for impulse-like dynamic induction. (**G**) Genes requiring VNG0258H for impulse-like dynamic repression. (**H**) Genes induced in response to H_2_O_2_ but independent of VNG0258H (note the difference in y-axis scale between F and H). (**J**) Genes repressed in response to H_2_O_2_ but independent of VNG0258H. Gene expression profiles for individual genes in each cluster are shown in heat maps in Additional file 8: Figure S3. Detailed annotations for genes in each cluster are listed in Additional file 4: Table S2.

#### Clusters of gene expression patterns in response to PQ

The mRNA levels for 188 genes changed in abundance in response to PQ addition to mid-logarithmic phase cultures but exhibited similar dynamic patterns in the parent strain and Δ*VNG0258H*. This indicates that these genes do not rely on VNG0258H for their response to PQ (“VNG0258H-independent”; Additional file 5: Table S3, Figure 6D, E). In contrast, 61 genes were VNG0258H-dependent (Figure 6A, B, C). Of these 61, 7 genes were upregulated in Δ*VNG0258H* but unaffected by PQ in the Δ*ura3* parent strain (Figure 6A). 

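In response to PQ, 383 genes changed in the parent, 148 higher and 235 lower on average over 2 to 24 h. Of these, 323 did not pass the F-test of a difference between the strains (10 of them were called at a single time point and 33 in the means before or after PQ). VNG0733H, the gene with the largest rise after H2O2, also rose here, by 0.69 on the log2 scale at 2 to 24 h (standard error 0.10, 2 cultures, adjusted p = 6.91e-06 from limma). VNG1998H fell by 1.08 (standard error 0.09, adjusted p = 1.54e-09). At 2 to 24 h, 484 genes had changed in the parent (204 higher and 280 lower) and 885 in the mutant (510 higher and 375 lower). Of these, 131 rose and 232 fell in both strains, where 43.2 and 43.6 would be shared by independent lists, and the correlation of the responses was 0.85 over genes, which are not independent replicates. The 383 genes are those of limma's F-test of the 8 time points after PQ against the mean of those before. Without parent culture A the F-test called 255 genes, without parent culture B 169, and without the 11 extracts with under 25% of spots above background 227.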

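The strains differed in 105 genes over the time points of the PQ experiment, 67 of them higher and 38 lower in the mutant. The difference was present before PQ was added: 100 genes differed then (66 higher and 34 lower), 164 differed afterwards (93 higher and 71 lower), and 77 did so at both stages in one direction. The deoxycytidine deaminase gene dcd was higher in the mutant by 0.88 on the log2 scale before PQ (standard error 0.10, 2 cultures per strain, adjusted p = 4.69e-07 from limma) and by 0.94 after it, and VNG6275H by 1.34 and 1.15. The antiporter gene nhaC3 was lower by -0.46 before PQ (standard error 0.07, adjusted p = 7.42e-05; 0.0762 without parent culture B) and by -0.43 after it (not called with culture means, adjusted p = 0.0817). With the slide as a block, 31 genes differed at any time, 47 before and 85 after PQ. The share of genes higher in the mutant was 63.8% at any time, 66.0% before and 56.7% after PQ, against 77.8%, 78.7% and 68.1% without normalization between arrays and 78.1%, 76.2% and 71.4% with Agilent's own ratios. Leaving out parent culture A, mutant culture A or mutant culture B gave 216, 35 and 50 genes at any time, and leaving out the 11 extracts of low signal gave 58. Leaving out a culture could also move the counts before and after PQ by more than 1.5 times. From the similar time courses of genes that respond to PQ in both strains, the paper concludes that these do not rely on VNG0258H, and it counts genes whose expression differs in the mutant as dependent on it (Figure 6).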

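Higher expression in the mutant before and after PQ, with no called change in the parent at 2 to 24 h, was found in 31 genes. VNG0256H was higher by 3.14 on the log2 scale after PQ (standard error 0.15, 2 cultures per strain, adjusted p = 1.17e-14 from limma), with 23 of 32 parent arrays well above background, and it was called before PQ too (adjusted p = 1.93e-08). The hydrolase gene est was higher by 0.49 and 0.42, and gbp1, a predicted GTPase, by 0.42 and 0.31. VNG0255C, a ribonuclease HI gene next to VNG0256H by locus number, was well above background on no parent array and was at least 1.19-fold higher in the mutant before PQ (adjusted p = 2.03e-06). With the slide as a block, the adjusted p of est before PQ was 0.0951, and it was 0.107 to 0.138 without parent culture A or B or mutant culture A, while gbp1 after PQ had 0.0989 with culture means. A change in the parent that was not called is not thereby shown to be absent.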

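Genes that rose in the parent 2 to 24 h after PQ and were already higher in the mutant before it include hisD, taqD, VNG0778C, trh1 and VNG6275H. The histidinol dehydrogenase gene hisD rose 2.30-fold in the parent (2 cultures, adjusted p = 1.54e-09 from limma), and it was higher in the mutant by 1.39 on the log2 scale before PQ (standard error 0.09, adjusted p = 4.40e-11). The rises in the parent on this scale were 0.97 for taqD, 0.98 for VNG0778C, 0.78 for trh1 and 0.88 for VNG6275H, and the strain differences before PQ were 1.28 for taqD and 0.73 for trh1. There were 24 such genes among 66 higher in the mutant and 204 risen in the parent, and 5.59 would be shared by independent lists. The same parent samples before PQ enter both comparisons, and in 20 simulations without any effect they gave a correlation over genes of 0.508 and 0 shared calls, against an observed correlation of 0.16. Data without effects yield few calls in any list, so the 0 shared calls do not measure how far shared samples raise the overlap. The observed covariance was 0.00586 and the simulated covariance 0.00388. With the parent cultures split between the comparisons, the covariance was 0.00128 with the response of culture B and 0.00546 with that of culture A. Part of the excess over independent lists may come from the shared samples, although the strain difference before H2O2, which shares no sample with the PQ response, had 15 genes higher in the mutant that rose in the parent after PQ, where 4.49 would be shared. The library labelled parent culture A at 120 min, which has VNG0256H at the level of the mutant, enters the response in both overlaps and the covariance of 0.00546. It would raise them if it held RNA of the mutant. Without it the overlaps were 19 (4.48 expected) and 11 (3.54 expected). The observed covariance was then 0.00178, below the simulated 0.00388, so over all genes it did not exceed what shared samples give. The strain difference itself was smaller at 2 to 24 h than before PQ in VNG0778C (-0.89, adjusted p = 0.00299), taqD (-0.75, adjusted p = 0.00483) and hisD (-0.71, adjusted p = 0.0120), and changed upward in VNG0147C (0.47, adjusted p = 0.0117). In VNG0653G it changed downward (-0.36, adjusted p = 0.00651) from an uncalled 0.037 before PQ (adjusted p = 0.626), with 8 of 24 parent arrays well above background, and without the 11 extracts of low signal the change was 0.058 (adjusted p = 0.818). These 5 genes are all that passed this test (130 at an unadjusted p under 0.05), and 0 passed without mutant culture A (74 unadjusted) or without mutant culture B (185 unadjusted). Without the extracts of low signal, none of the 5 was called, and 1 other gene was.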

30 genes were up-regulated dynamically in the Δ*ura3* parent in response to PQ but were constitutively up-regulated in Δ*VNG0258H*, suggesting that VNG0258H is required to repress these genes during standard growth conditions and that this repression is relieved in response to PQ (Figure 6B). 

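Genes that fell in the parent 2 to 24 h after PQ and were lower in the mutant before it include VNG1178H, VNG0147C, nhaC3 and VNG2593H. VNG1178H was lower in the mutant before PQ by a log2 difference of -0.56 (standard error 0.06, 2 cultures per strain, adjusted p = 8.01e-07 from limma), and it fell by 0.33 in the parent (standard error 0.07, adjusted p = 6.81e-04). VNG0147C differed by -0.51 and fell by 0.53 in the parent. The antiporter gene nhaC3 fell by 0.48 in the parent, and VNG2593H, for a thioredoxin-like protein, differed by -0.21 and fell by 0.34. There were 22 such genes among 34 lower in the mutant and 280 fallen in the parent, where 3.95 would be shared by independent lists. Both comparisons use the parent samples before PQ, so part of this excess may come from them, and against the strain difference before H2O2, from separate cultures, 19 genes were shared and 5.58 would be. Without the library labelled parent culture A at 120 min, which has VNG0256H at the level of the mutant and enters the parent response, 21 (3.17 expected) and 19 (5.08 expected) were shared. VNG2593H was not called before PQ with the slide as a block (adjusted p = 0.226), with culture means (0.116) or without mutant culture A (0.442) or parent culture A (0.0577), and the fall of nhaC3 was not called without parent culture B (0.111).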

The remaining 24 genes were down-regulated in response to PQ in the parent but remained low through the duration of the experiment in the Δ*VNG0258H* strain (Figure 6B and C).

**Figure 6:**
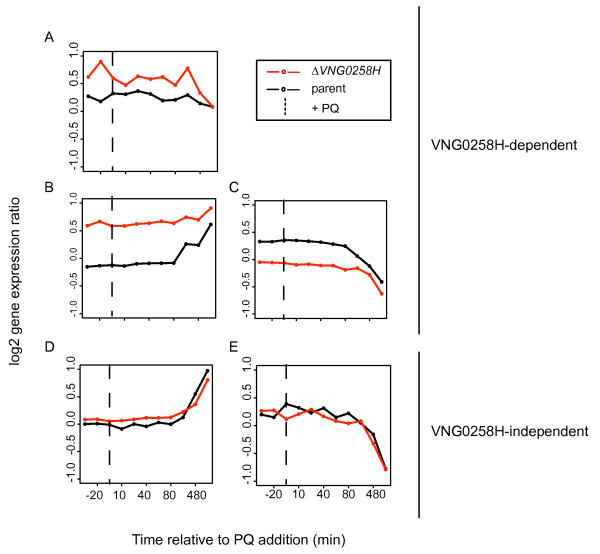
**Gene expression in response to PQ exposure in the Δ*ura3*parent*vs.*Δ*VNG0258H*mutant strains.** Line graphs represent mean expression profiles for each cluster of genes. Colors are as in Figure 5. The dotted line on each graph represents the time of PQ addition to each culture. (**A**) Genes requiring VNG0258H for repression regardless of PQ addition. (**B**) Genes requiring VNG0258H for repression in the absence of PQ and up-reguation in the presence of PQ. (**C**) Genes requiring VNG0258H for activation in the absence of PQ. (**D**) Genes induced in response to PQ but independent of VNG0258H. (**E**) Genes repressed in response to PQ but independent of VNG0258H. Gene expression profiles for individual genes in each cluster are shown in Additional file 9: Figure S4. Annotation details for genes in each cluster are listed in Additional file 5: Table S3.

Upon comparison of the VNG0258H-dependent genes from the H_2_O_2_ experiment to those from the PQ experiment, we observed that 32 genes (50 including predicted operon members) were members of both lists, suggesting that these genes are dependent upon VNG0258H regardless of growth condition or stress treatment (Table 1). These genes are considered to be the core VNG0258H regulon.

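In both experiments, 63 genes differed between the strains in the same direction, 43 higher and 20 lower in the mutant. Independent lists would share 6.90 and 3.85 genes. The largest difference over all time points was that of VNG0256H, 3.41 in the H2O2 and 3.13 in the PQ experiment on the log2 scale, and the correlation of the strain differences was 0.64 over genes, which are not independent replicates. Of the 63 genes, 31 are listed in Table 1. Of the 50 genes of Table 1, 39 passed limma's F-test in the H2O2 experiment, 37 in the PQ experiment and 8 in neither. The study chose this list on the same samples, so its counts are not independent evidence of a direction, and a test of it as a set is not given. Before H2O2, 27 of its genes were higher and 3 lower in the mutant (31 and 6 when adjusted over the list alone), and after H2O2 28 and 11 (29 and 11 when adjusted over the list alone). Before PQ they were 29 and 4 (33 and 7 when adjusted over the list alone) and after PQ 32 and 9 (33 and 9 when adjusted over the list alone). With the slide as a block 21 genes were shared, without mutant culture A 27 and without mutant culture B 30. With the labelled dyes of mutant culture A at 80 min, 37 genes were shared (24 higher and 13 lower), and with Agilent's own ratios 79.2% of the shared genes were higher in the mutant, against 68.3%.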

**Table 1:** RosR regulon with arCOG data (archaeal Clusters of Orthologous Groups)

**ORF**	**Gene alias**	**arCOG ID**	**Category**	**Protein function**
VNG0144H	*VNG0144H*	arCOG02761	S	Uncharacterized conserved protein
VNG0255C	*VNG0255C*	arCOG02942	L	Ribonuclease HI
VNG0256H	*VNG0256H*	arCOG04769	S	Uncharacterized conserved protein
VNG0439C	*VNG0439C*	arCOG00570	C	Dehydrogenase (flavoprotein)
VNG0485H	*VNG0485H*	arCOG09222	S	Uncharacterized conserved protein
VNG0486G	*hat1*	arCOG00842	J	Acetyltransferase, RimL family
VNG0487H	*VNG0487H*	arCOG00842	J	Acetyltransferase, RimL family
VNG0488H	*VNG0488H*	arCOG04770	I	Acyl-CoA synthetase (AMP-forming)/AMP-acid ligase II
VNG0506H	*VNG0506H*	arCOG09224	S	Uncharacterized conserved protein
VNG0556G	*sgb*	arCOG02209	R	Polysaccharide biosynthesis protein, Mvin family
VNG0777G	*taqD*	arCOG01222	M	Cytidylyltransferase fused to conserved domain of DUF357 family
VNG0778C	*VNG0778C*	arCOG01139	R	Predicted metal-dependent protease of the PAD1/JAB1 superfamily
VNG1041H	*VNG1041H*		NA	NA
VNG1201G	*fucA*	arCOG04226	G	Fuculose-1-phosphate aldolase
VNG1202C	*VNG1202C*	arCOG02291	R	HAD superfamily hydrolase
VNG1204G	*gdhA2*	arCOG01352	E	Glutamate dehydrogenase/leucine dehydrogenase
VNG1246H	*VNG1246H*	arCOG04608	S	Uncharacterized conserved protein
VNG1330H	*VNG1330H*	arCOG07569	S	Uncharacterized conserved protein
VNG1332G	*sod2*	arCOG04147	P	Superoxide dismutase
VNG1343C	*VNG1343C*	arCOG04303	R	Uncharacterized Rossmann fold enzyme
VNG1404G	*trh1*	arCOG02815	K, O	Putative transcripion factor, Lrp family (K). Conserved domain frequently associated with peptide methionine sulfoxide reductase (O).
VNG1425H	*VNG1425H*	arCOG04789	S	Uncharacterized conserved protein
VNG1444G	*hisD*	arCOG04352	E	Histidinol dehydrogenase
VNG1474G	*est*	arCOG01648	R	Alpha/beta superfamily hydrolase
VNG1533H	*VNG1533H*	arCOG06229	S	Uncharacterized conserved protein
VNG1589C	*VNG1589C*	arCOG09277	S	Uncharacterized conserved protein
VNG1749G	*gbp1*	arCOG00357	J	Predicted GTPase, probable translation factor
VNG1948H	*VNG1948H*	arCOG04525	S	Uncharacterized conserved protein
VNG1963H	*VNG1963H*		NA	NA
VNG2184G	*tfbA*	arCOG01981	K	Transcription initiation factor TFIIIB, Brf1 subunit/Transcription initiation factor TFIIB
VNG2286G	*mamA*	arCOG01710	I	Methylmalonyl-CoA mutase, C-terminal domain/subunit (cobalamin-binding)
VNG2288G	*mamB*	arCOG06231	E	Glutamate mutase epsilon subunit
VNG2289G	*mal*	arCOG06232	E	Methylaspartate ammonia-lyase
VNG2290G	*maoC1*	arCOG00775	I	Acyl dehydratase
VNG2291G	*cat*	arCOG06124	C	Acetyl-CoA hydrolase
VNG2376H	*VNG2376H*	arCOG04728	S	Uncharacterized conserved protein
VNG2444C	*VNG2444C*	arCOG01141	R	Phosphoesterase
VNG2556H	*VNG2556H*	arCOG09321	S	Uncharacterized conserved protein
VNG2570G	*dcd*	arCOG04048	F	Deoxycytidine deaminase
VNG2591C	*VNG2591C*	arCOG02264	S	Predicted membrane protein
VNG2593H	*VNG2593H*	arCOG03026	O	Thioredoxin-like protein
VNG2594C	*VNG2594C*	arCOG09323	S	Uncharacterized conserved protein
VNG2669G	*cyo*	arCOG04471	S	Predicted membrane protein
VNG5143C	*VNG5143C*	arCOG09333	R	Predicted permease
VNG5157H	*VNG5157H*		NA	NA
VNG5164C	*VNG5164C*	arCOG04311	R	Predicted hydrolase of HD superfamily
VNG6275H	*VNG6275H*		NA	NA
VNG6276H	*VNG6276H*	arCOG09354	S	Uncharacterized conserved protein
VNG6312G	*argS*	arCOG00487	J	Arginyl-tRNA synthetase
VNG6313G	*nhaC3*	arCOG02010	C	Na+/H + antiporter

ORF - open reading frame number from *H. salinarum* NRC-1 genome [44]; Gene alias – where present, common four-letter name of protein; arCOG ID, identification code for each arCOG sub-group annotation [48]; Category – arCOG category letter designation for each protein (as in Figure 7, Additional file 4: Table S2, Additional file 5: Table S3); protein function – function of predicted protein product as annotated by arCOGs; NA, not in arCOGs.

#### Functional enrichment in gene expression clusters

According to archaeal Clusters of Orthologous Groups (arCOG) categories, the 294 VNG0258H-dependent genes (Figure 5) were found to be 2-fold enriched for functions in protein turnover/chaperones (category O) compared to the 332 VNG0258H-independent genes (*p*-value < 0.2 *vs.* 0.96 for VNG0258H-independent genes, Additional file 4: Table S2). We also observed 2-fold enrichment in translation (category J) and 1.5-fold in DNA recombination and repair (category L) (Figure 7A). For example, two gene products in the cluster dependent upon VNG0258H for impulse-like dynamics (Figure 5F and G) are predicted to function in DNA mismatch repair (*i.e. mutS1, mutT*) and one as a TF (*i.e. VNG0704C*; Figure 7A, Additional file 4: Table S2). 

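VNG0704C rose after H2O2 in both strains, and no difference between the strains was called in its mean level afterwards. Its rise was 1.72 on the log2 scale in the mutant (standard error 0.17, 2 cultures, adjusted p = 2.37e-07 from limma), beside that in the parent. The strain difference after H2O2 was 0.23 (standard error 0.16, adjusted p = 0.408), and the shift of this difference from 10 and 20 min to 60 and 80 min was 0.82 (standard error 0.33, adjusted p = 0.104). The gene passed the F-test of a strain difference at any time, so that some time points differed. The difference after H2O2 was called without mutant culture A (adjusted p = 0.00984) and the shift without mutant culture B (adjusted p = 0.0103). Under the labelled dyes of mutant culture A at 80 min, the difference was -0.15 and the shift -0.20, neither called. The sources used here, which hold the paper's gene lists in part only, do not pair mutS1 and mutT with a locus tag. These genes are not analysed here.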

The majority of targets were of unknown function (Figure 7A; *p* < 0.025).

**Figure 7:**
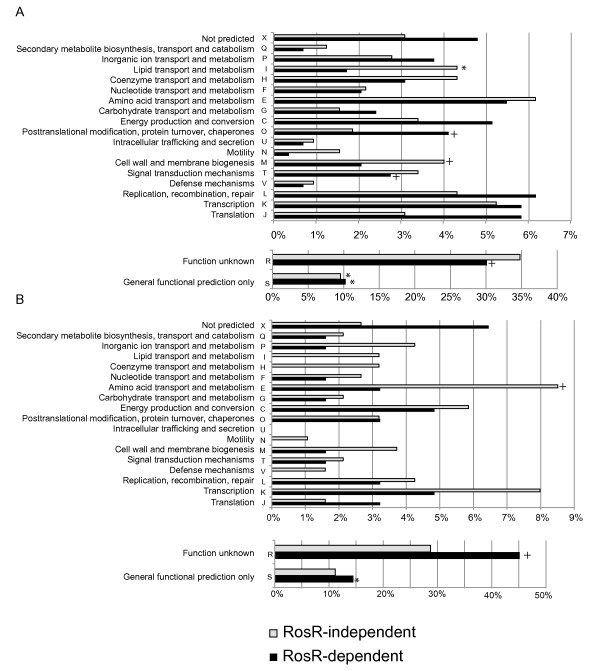
**Genes dependent on RosR and responsive to ROS (H**_**2**_**O**_**2**_**and PQ) are enriched for functions in protein and DNA repair.** (**A**) Predicted functions of genes differentially expressed in response to H_2_O_2_ according to archaeal Clusters of Orthologous Groups (arCOG) categories [48]. Category annotations are listed in on the Y-axis. Black bars represent the number of genes in each category dependent upon RosR for their differential expression (Figure 5A-G), whereas grey bars enumerate genes in each category that are differentially expressed in response to H_2_O_2_ but not affected by the Δ*rosR* mutation (*i.e.* “RosR-independent”, Figure 5H and J). (**B**) Predicted functions of genes differentially expressed in response to paraquat (PQ) according to arCOG. Colors and category annotations are as in (A). Asterisks denote significant overrepresentation of a functional category with *p* < 0.05. Plus signs (+) indicate enrichment *p* < 0.2. Details of gene annotations, membership in each arCOG category, and *p*-values for enrichment for all categories are listed in Additional file 4: Table S2 for H_2_O_2_ data and Additional file 5: Table S3 for PQ data.

Genes dependent upon VNG0258H for differential expression in response to paraquat are mostly of unknown function (Figure 7B; *p* < 2.5 x 10^-4^), though they are also enriched for genes predicted to be involved in translation (Figure 7B). 

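Among the named genes that differed between the strains in both experiments are some of transcription, amino acid metabolism, translation and ion transport, and others, such as dcd, taqD and est, lie outside these. Expression of trh1, a putative transcription factor of the Lrp family, was higher in the mutant by 0.55 on the log2 scale before H2O2 and 0.60 after it (standard error 0.10, 2 cultures per strain, adjusted p = 1.76e-04 from limma), and by 0.65 after PQ. The general transcription factor gene tfbA was higher by 0.28 and 0.22 before and after H2O2 and by 0.50 and 0.27 before and after PQ, with 3 of 12, 7 of 20, 4 of 12 and 8 of 32 parent arrays well above background. The histidine biosynthesis gene hisD was higher by 0.99 and 1.10 in the H2O2 experiment and by 1.05 after PQ (standard error 0.05, adjusted p = 1.03e-14). In the other direction, argS, which encodes an arginyl-tRNA synthetase, differed by -0.52 before H2O2 (standard error 0.10, adjusted p = 0.00305), by -1.49 before PQ (standard error 0.55, adjusted p = 0.148) and by -1.60 after PQ (standard error 0.29, adjusted p = 5.13e-04). Parent cultures A and B had means of 1.30 and 2.83 for argS after PQ, against 0.42 and 0.52 in the mutant, and the call after PQ was lost without mutant culture A (adjusted p = 0.107) or B (adjusted p = 0.0682) and with culture means (adjusted p = 0.397). Its neighbour by locus number nhaC3, a sodium/proton antiporter gene, differed by -0.40 before and -0.45 after H2O2. With the slide as a block, the adjusted p of tfbA was 0.0960 before H2O2 and 0.0802 after PQ, and with culture means 0.0853 before and 0.0668 after H2O2. Before H2O2, tfbA was not called without parent culture B (adjusted p = 0.103), argS not without mutant culture B and trh1 not without mutant culture A (0.121) or B, and before PQ tfbA not without parent culture A. With the labelled dyes of mutant culture A at 80 min, the adjusted p before and after H2O2 was 0.609 and 0.328 for trh1 and 0.178 and 0.0649 for hisD.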

Genes that are VNG0258H-dependent in both PQ and H_2_O_2_ stress conditions have varied functions (Table 1), including transcriptional regulation (*tfbA* and Lrp-like regulator *trh1*), superoxide detoxification (*sod2*), and amino acid metabolism (*e.g.* histidine and arginine biosynthesis).

Surprisingly, we also detected functional enrichment for lipid transport and metabolism (category I, *p* < 0.05) and cell wall biogenesis (category M, *p* = 0.0515) for genes that are responsive to H_2_O_2_ but independent of VNG0258H regulation. We did not detect these enrichments in response to PQ. Together these functional enrichments suggest that (a) VNG0258H plays an important role in the regulation of protein production and/or turnover and DNA repair systems as well as currently uncharacterized cellular processes; and (b) lipid metabolism and cell wall biogenesis functions may be important in the specific response to H_2_O_2_ in this organism. 

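Over the H2O2 time course, the number of genes that differed between the strains was lowest before H2O2 and in the first 20 min, and highest at 60 min. The counts were 23, 35 and 54 at 40 and 20 min before and at 0 min, 48 and 29 at 10 and 20 min, and 257, 488 and 424 at 40, 60 and 80 min. The number called at any of these times fell by more than 1.5 times with the labelled dyes of mutant culture A at 80 min. It also did so without parent culture A or mutant culture B. In the PQ time course, 2 to 30 genes differed at each of the 11 time points, with 30 at 20 min before PQ and 16 at 1440 min after it. The lowest count, 2, was at 120 min, where the extract of parent culture A is the library with VNG0256H at the level of the mutant. VNG0256H, next to the deleted gene by locus number, was higher in the mutant within every slide that held both strains, on 8 slides of the H2O2 and 10 of the PQ experiment, by up to 3.87 on the log2 scale in the former and by 2.82 to 3.68 on 9 slides of the latter, and by 0.89 on the slide whose only parent extract is the library labelled parent culture A at 120 min. After the addition of PQ, the change of the strain difference within 80 min was called in 0 genes by limma (41 at an unadjusted p under 0.05). The mutant at 20 min after H2O2 has a single extract.

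**Figure D2:**
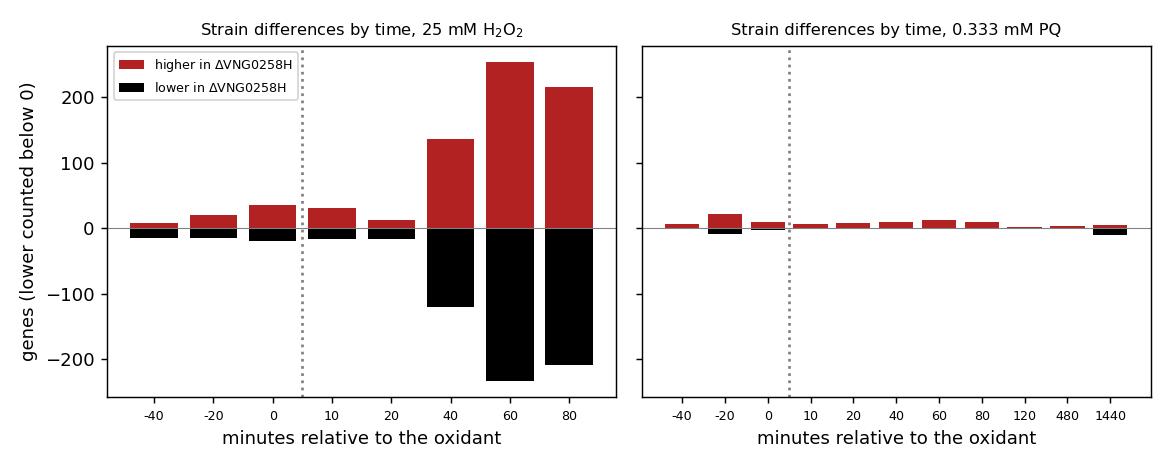
Number of genes higher and lower in the mutant than in the parent at an adjusted p under 0.05 (limma) against sampling time in minutes, for the H2O2 and the PQ experiment. The bars reach 254 higher and 234 lower at 60 min after H2O2, and at most 21 higher and 11 lower in the PQ experiment.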

In sum, the H_2_O_2_ and PQ gene expression data (Figure 5, Figure 6, Additional file 8: Figure S3 and Additional file 9: Figure S4, Additional file 4: Table S2 and Additional file 5: Table S3) suggest that VNG0258H is a bifunctional regulator of genes whose products are required for ROS resistance. VNG0258H may be required for impulse-like dynamics and time-resolved waves of gene expression in response to H_2_O_2_ but not PQ. We will therefore henceforth refer to VNG0258H as RosR, or *r*eactive *o*xygen *s*pecies *r*egulator.

### RosR binds directly to the chromosomal locus encoding superoxide dismutase

To determine if RosR’s effects on gene expression are mediated *via* direct interaction with DNA, we performed *in vivo* binding analysis using chromatin immunoprecipitation (ChIP [29]) coupled to quantitative PCR (qPCR [27]). We detected direct RosR-DNA binding to the *sod2* locus, whose product functions as a manganese-binding superoxide dismutase in *H. salinarum*[11]. 

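The superoxide dismutase gene sod2 was measured close to background: 0 of 32 parent arrays and 3 of 30 mutant arrays of the H2O2 experiment lay well above background, all 3 of them before H2O2, and 0 of 44 parent arrays and 13 of 44 mutant arrays of the PQ experiment. No fold difference can therefore be given. Over all time points, sod2 was higher in the mutant in the H2O2 experiment (adjusted p = 7.39e-04 from limma, 2 cultures per strain) and in the PQ experiment (adjusted p = 1.43e-07). It was higher before H2O2 (adjusted p = 0.0113), after H2O2 (adjusted p = 0.0147), before PQ (adjusted p = 5.85e-04) and after PQ (adjusted p = 4.24e-04), and both mutant cultures had higher means than both parent cultures each time. The neighbour of sod2 by locus number, VNG1330H, an uncharacterized conserved protein, was also higher before H2O2 (adjusted p = 0.00177) and after it (adjusted p = 0.0295), with 1 of 12 and 1 of 20 parent arrays and 4 of 12 and 2 of 18 mutant arrays well above background, and neither call was kept with the slide as a block (adjusted p = 0.108 and 0.128), with Agilent's own ratios, with culture means or without parent culture A or B. For sod2 over all time points of the H2O2 experiment, the adjusted p was 0.158 with Agilent's own ratios, 0.0664 with the slide as a block and 0.0938 without parent culture B. With the labelled dyes of mutant culture A at 80 min, it was 0.0582 before and 0.121 after H2O2.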

The *sod2* transcript is also significantly activated in Δ*rosR* regardless of which oxidant is added (Figure 8B8C, Table 1). Under standard conditions (mid-log phase, rich medium, 37°C), the *sod2* locus is 2.5-fold enriched for binding to RosR over the controls, which included mock input and TrmB transcription factor (previously shown not to bind the *sod2* locus, [20]; Figure 8A). These results demonstrate that RosR binds to DNA under standard growth conditions. 

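The direction of the sod2 difference was the same within slides that held RNA of both strains, with higher values in the mutant on 8 of 8 slides of the H2O2 experiment and on 10 of 10 of the PQ experiment. These PQ slides include the one whose only parent extract is the library labelled parent culture A at 120 min. That library has VNG0256H at the level of the mutant, so this slide may not compare the strains. In the parent, no change of sod2 was called after H2O2 (adjusted p = 0.454 from limma, 2 cultures) or 2 to 24 h after PQ (adjusted p = 0.808). These transcripts of the parent were not well above background on any array, so that a fall or a small rise in them was not detectable at this signal. With the slide as a block, the strain difference of sod2 after PQ had an adjusted p of 0.0595, that before H2O2 of 0.246 and that after H2O2 of 0.192. Both calls of the H2O2 experiment were also lost with Agilent's own ratios (0.212 before and 0.710 after) and without parent culture A (0.174 and 0.151) or B (0.461 and 0.215), the one before also with culture means (0.241) and without mutant culture B, and the one after also without normalization between arrays (0.0913).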

Combined with the gene expression microarray experiments (Figures 5 and 6), these data suggest that RosR-DNA binding is associated with repression of *sod2* transcriptional activity. 

**Figure 8:**
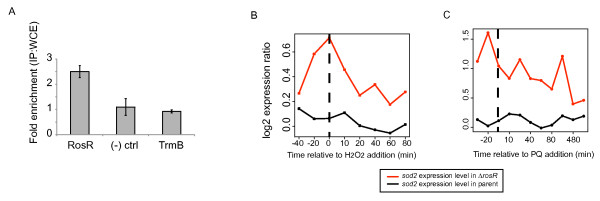
**ChIP-qPCR data suggest that RosR binds DNA directly.** Relative enrichment ratio is shown for a 100-bp region in the *sod2* promoter region in immunoprecipitates (IP) compared to randomly sheared chromosomal DNA (whole cell extract, WCE). Enrichments are compared for the putative VNG0258H transcription factor, empty plasmid (“mock”) and TrmB (a transcription factor known not to bind to the *sod2* locus [20]). Error bars represent +/− SEM from the mean of 4 biological replicate experiments. (**B**) *sod2* (superoxide dismutase) is overexpressed in Δ*rosR vs.* the parent strain in H_2_O_2_ gene expression experiments. Red trace represents microarray gene expression data (also shown in Figure 5A) for *sod2* in Δ*rosR*, whereas the black trace is for the Δ*ura3* parent strain. (**C**) *sod2* (superoxide dismutase) is overexpressed in Δ*rosR* vs the parent strain in PQ gene expression experiments. Colors are as in (B).

### Refining the gene regulatory network

To assess the accuracy of the GRN predictions [11], we compared the gene expression results described here (Figures 5 and 6) to the predictions of the GRN (Figure 1). Predictions from the model suggested that RosR regulates cobalamin biosynthesis (*cbiJ,* gene set 91, Figure 1) and oxidoreductase genes (*yajO2,* gene set 6, Figure 1), which our H_2_O_2_ gene expression results have confirmed (Figure 5C, Additional file 4: Table S2). However, the prediction that RosR regulates genes involved in iron homeostasis (e.g. siderophore uptake genes *iucABC*; gene set 12) was not confirmed here (i.e. the expression of these genes were not significantly affected by the Δ*rosR* deletion).

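The cobalamin biosynthesis gene cbiJ fell in the parent after H2O2 and was higher in the mutant. Its fall in the parent was by 0.49 on the log2 scale (standard error 0.05, 2 cultures, adjusted p = 1.62e-07 from limma), and the strain difference after H2O2 was 0.43 (standard error 0.05, adjusted p = 8.23e-07). The change of this difference on H2O2 was 0.55 (standard error 0.07, adjusted p = 1.52e-05). The oxidoreductase gene yajO2 had a strain difference of 0.34 after H2O2 (standard error 0.12, adjusted p = 0.0587), with 16 of 20 parent and 13 of 18 mutant arrays well above background. With the labelled dyes of mutant culture A at 80 min it was 0.39 (adjusted p = 0.0403), and cbiJ remained called after H2O2 (adjusted p = 4.17e-06). In the authors' deposited table, used with the same test, yajO2 had an adjusted p of 0.0416. In the PQ experiment yajO2 was higher in the mutant before PQ by 0.41 (adjusted p = 0.00119 from limma) and after it by 0.24 (adjusted p = 1.58e-04). There, 3 of 12 and 14 of 32 parent arrays were well above background.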

We also explored the GRN for cis-regulatory sequence predictions. Of the three sets of genes that were predicted to be RosR-dependent (set 6, 12, and 91, Figure 1), only set 12 contained a cis-regulatory sequence prediction [11]. Therefore, we conducted *de novo* motif discovery using the MEME algorithm (see Methods). We conducted two different computational searches, including (a) phylogenetic footprinting [24] with the *sod2* promoter sequences from all haloarchaeal genomes with a predicted RosR homolog (Figure 2), and (b) searches using promoters sequences of all 50 genes shared between the PQ and H_2_O_2_ datasets (Table 1). Using MEME, we detected a set of related putative motifs, each of which has a high likelihood of containing a central palindromic TCG-N-CGA motif (*p* < 7 x 10^-56^, Additional file 10: Figure S5) flanked by consensus sequences of varying strength. Taken together, the gene expression and putative cis-regulatory sequence results described here confirm and refine the statistically inferred GRN prediction [11].

## Discussion

Here we have used a systems biology approach to identify and characterize a novel transcription factor, RosR. This protein is required for survival in the face of extremely high levels of ROS exposure (Figures 3 and 4), as it activates and represses genes encoding macromolecule repair and cellular maintenance functions (Figures 5, 6, 7). It directly binds the promoter of *sod2* (Figure 8). Although future studies are necessary to differentiate whether the remaining genes are direct or indirect targets of RosR, these results support the conclusion that RosR may be a bifunctional transcription factor that regulates the extreme ROS response of *H. salinarum.*

*H. salinarum* grows at remarkably high PQ and H_2_O_2_ stress conditions [9,11] compared to ROS-sensitive species such as *E. coli*[3], which the results reported here corroborate (Figures 3,4). For example, we found that more than 0.3 mM PQ is required to decrease *H. salinarum Δura3* growth rate to half its original rate, whereas it takes only about 0.1 mM PQ to achieve a comparable decrease in growth rate in *E. coli* B [53]. Similarly, 1 mM H_2_O_2_ is lethal to *E. coli*[54], whereas *H. salinarum* survives up to 25 mM H_2_O_2_.

Similar to *E. coli* and other mesophiles, H_2_O_2_ resistance in *H. salinarum* is proportional to cell density, whereas PQ resistance is independent of cell number (Figures 3 and 4, [55]). Previous studies in *E. coli* suggest that H_2_O_2_ scavenging capacity is higher in dense cultures due to increased concentration of scavenging enzymes [56]. In contrast, PQ is a redox cycling drug that continually produces endogenous ROS in the cell membrane and so cannot be cleared from the culture during growth [57]. This difference in chemistry of the oxidants and the different responses of *H. salinarum* observed here suggest that PQ may be a better proxy for ROS damage resulting from continuous UV exposure in the salt lake environment.

*H. salinarum* uses a battery of enzymatic and non-enzymatic strategies to withstand macromolecular damage in its highly oxidative, saturated salt habitat, including genetic redundancy of DNA repair and antioxidant enzyme-coding genes [4,6,7]. Interestingly, among the functionally redundant DNA repair genes MutT and MutS, we found that RosR regulates only one of each of the paralogs (*e.g. mutS1* and not *mutS2*/*3*). This suggests that the function of enzymes encoded by these genes could be only partially redundant. Alternatively, dynamic regulation of each may contribute to differential timing of expression and function. In contrast, both superoxide dismutase genes (*sod1* and *sod2*) are differentially expressed in Δ*rosR* in response to H_2_O_2_ (Additional file 4: Table S2). Combined with the growth data results that the Δ*rosR* mutant growth defect is most dramatic during exposure to high concentrations of PQ and H_2_O_2_ (Figures 3 and 4), our findings suggest that RosR regulation represents another important component of the mechanism for ROS protection and repair in this environment and, by homology, perhaps also in other haloarchaea.

Our results suggest that RosR may play additional roles in cellular physiology. A large proportion of the genes dependent upon RosR for appropriate differential expression are of unknown function (30% of genes in response to H_2_O_2_ and 45% in response to PQ, Figure 7). In addition, RosR activates and represses genes that are independent of oxidant treatment (Figures 5A, B and 6A). In previous studies, many of these genes were also induced in response to other conditions that damage macromolecules (e.g. UV and gamma radiation, [2]). In addition, although no growth defect was observed under standard aerobic growth conditions (Figures 3 and 4), it remains formally possible that RosR is involved in regulating gene expression in response to oxygen shifts in cooperation with other TFs, especially given the strong correlation of the *rosR* gene expression profile with oxygen shifts (Figure 1D). Future work will investigate the role of RosR in the response to such conditions.

Other TFs are likely to be involved in the ROS response in *H. salinarum*. Our gene expression data suggest that genes previously implicated in ROS protection and damage repair in this organism do not require RosR in response to H_2_O_2_ and PQ shock (e.g. non-homologous end joining and base excision repair pathways, thioredoxin, and catalase [11]; Figure 5H and I, Figure 6D and E, Figure 7). Candidate TFs for such regulation include VNG0101G, VNG0347G, VNG1496G, and VNG0890G, which are nearest neighbors to RosR in the existing network (Figure 9) [11]; or the Trh1 and TfbA transcription factors, whose corresponding genes require RosR for appropriate expression (Table 1). 

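The genes of 3 of the 4 network neighbours of RosR did not differ between the strains after either oxidant by a called amount. The strain differences on the log2 scale after H2O2 were 0.01 for VNG0101G (standard error 0.05, 2 cultures per strain, adjusted p = 0.921 from limma), 0.03 for VNG1496G (standard error 0.05, adjusted p = 0.798) and 0.07 for VNG0890G (standard error 0.03, adjusted p = 0.165). After PQ they were 0.02 for VNG0101G, -0.03 for VNG1496G and 0.01 for VNG0890G, with adjusted p of 0.938, 0.922 and 0.960. Few arrays measured them in the PQ experiment, with 5, 2 and 6 of 32 parent arrays well above background, so a small difference was not detectable. VNG0347G has no spot on the array. The genes trh1 and tfbA were higher in the mutant before PQ by 0.73 (standard error 0.08) and 0.50 (standard error 0.09).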

**Figure 9:**
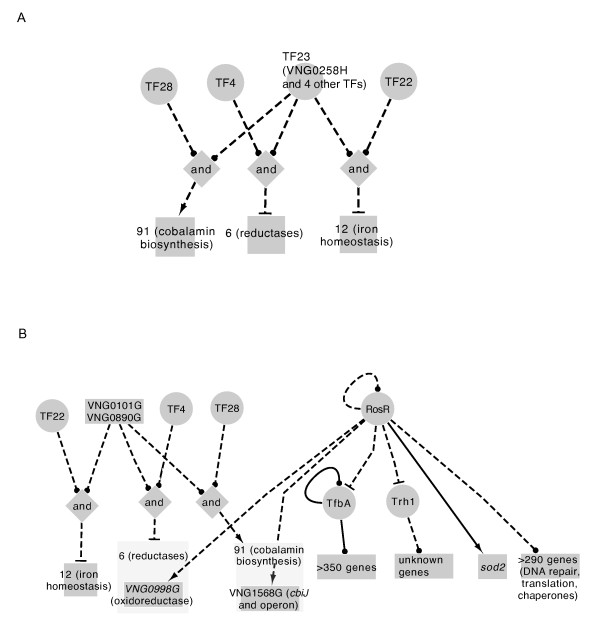
**Comparison of GRN topology from previous studies with the RosR regulon characterized here.** (**A**) Subnetwork diagram depicting predictions regarding putative VNG0258H function from the ROS environmental gene regulatory inference network (EGRIN) (adapted from [11]). Circles represent transcription factor (TF) groups. TF group 23 includes VNG0258H and four other putative TFs (VNG0101G, VNG0347G, VNG1496G, and VNG0890G). Diamonds represent combinatorial logic gates (AND). Blunt arrows represent computationally inferred repression influences, whereas pointed arrows are activation influences. Squares represent inferred clusters of co-regulated genes and numbers within the squares refer to EGRIN cluster IDs. (**B**) Refinements to GRN model based on the work presented in the current study. Node shapes and edge attributes are as in (A). Solid lines indicate direct regulation (*i.e.* DNA-protein interaction has been detected), whereas dotted lines represent interactions that could be direct or indirect (*i.e.* direct interaction still needs to be tested). Dark grey boxes within light grey boxes indicate that, out of all genes in the cluster, only the gene indicated in dark grey is RosR-dependent based on the microarray data from the current study.

Our results refine the previously published GRN model [11]. According to the model, RosR is combined within the same regulatory node with four other TFs (Figure 9A). Together, these genes are predicted to influence the expression of genes involved in oxidative stress repair and metal homeostasis, cobalamin biosynthesis, and redox reactions. Here we have differentiated which genes included in this prediction are RosR-dependent and which may be dependent on the four other TFs (Figure 9B). We have also added cis-regulatory sequence predictions that were missing from the initial model. Although the predicted cis-regulatory sequence detected in *sod2* promoters is relatively degenerate (i.e. only 6 nt long), the conservation of a putative cis-regulatory sequence in the promoter of *sod2* with those from other haloarchaea is consistent with the idea of an evolutionarily conserved RosR function (Additional file 10: Figure S5). Second, we observed that RosR is required for impulse-like, time-resolved waves of gene expression in response to H_2_O_2_ (Figure 5). Previous theoretical studies suggest that such dynamics could result either from autoregulatory feedback or feed-forward loops comprised of two TFs [58]. Thus, RosR could regulate itself or work in concert with other transcription factor(s) (see candidates above) to bring about impulse-like dynamics.

RosR is highly conserved among haloarchaeal species but poorly conserved among other archaea and bacteria (Figure 2). Indeed, four other paralogs of RosR (E-value < 5 x 10^-19^) are present in the genome of *H. salinarum* alone [32]. In other archaea, only one other ROS-specific transcription factor, MsvR in methanogens, has been identified and characterized [24]. Like RosR, MsvR also appears to be restricted to a small subset of species [24] and functions to repress oxidative stress genes, suggesting interesting evolutionary questions. Sulfonylation [52] or oxidation of cysteine residues [57,59] is the primary mechanism for conformational changes of redox-responsive transcription factors in bacteria and has been hypothesized for MsvR. These conformational changes influence interactions with DNA. The RosR protein lacks cysteine residues and other typical sequences in the effector domains (Figure 2), so the biochemical mechanism by which RosR binds DNA and senses oxidants remains unclear.

## Conclusions

We conclude that RosR is a haloarchaeal-specific, wHTH transcription factor important for gene regulation in response to highly oxidative conditions. We further suggest that RosR is an important node in a large, interconnected gene regulatory network (GRN) regulating the response to oxidative stress. This study lays groundwork for understanding how the haloarchaea may have evolved to thrive in their extremely oxidative, hypersaline niche.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

KS performed all growth experiments and analyzed all high throughput growth data. KS performed all microarray experiments. NG wrote and implemented the microarray normalization and preprocessing pipeline, calculated enrichments in arCOG functional categories, and assisted with microarray data analysis. JLB performed ChIP-qPCR experiments and analyzed the data. AS analyzed all existing systems biology datasets, new RosR microarray data, and performed data integration and interpretation. AS and KS wrote the paper, whereas NG and JLB edited the paper. All authors have read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Table S4.** Lists primers and strains used in this study. Click here for file

Additional file 2 Supplementary Methods & Results. Click here for file

Additional file 3 **Table S1.** Includes raw and analyzed cell density data (as OD600 values) from each growth curve experiment in the Bioscreen C instrument (main text Figures 3 and 4, Additional file 6: Figure S1 and Additional file 7: Figure S2). Please see legends for information regarding each section of the Table. Click here for file

Additional file 4 **Table S2.** All gene expression microarray data, annotation details, and arCOG memberships for each gene cluster from main text Figure 5 (H_2_O_2_ exposure) are listed. Please see the tab labeled “legend” for information regarding each section of the Table. Click here for file

Additional file 5 **Table S3.** Gene expression microarray data and arCOG functional annotations for paraquat (PQ) gene expression data. Please see the tab labeled “legend” for information regarding each section of the Table. Click here for file

Additional file 6 **Figure S1.** Growth in batch culture is similar to that in the Bioscreen C. (A) Top: comparison of growth yield under standard conditions (*i.e.* no stress) in batch *vs.* Bioscreen C. Δ*ura3* and Δ*VNG0258H* maximum cell density (OD600) are shown for the mean of 5 biological replicate samples with 2 technical replicates each. Error bars represent standard deviation from the mean. Bottom: comparison of growth rates under standard conditions in batch culture *vs.* Bioscreen. Columns and error bars are as in (A). (C) Representative growth curves for Δ*ura3* parent strain and *ΔVNG0258H* mutant strains in response to H_2_O_2_ added in mid-logarithmic phase in batch culture. Addition of H_2_O_2_ indicated by arrow. Cell density (OD600) was measured in a standard spectrophotometer at the times indicated. Strains and conditions are indicated in the *legend*. (D) Representative growth curves in batch culture under paraquat (PQ) conditions. Click here for file

Additional file 7 **Figure S2.** A wild type copy of the *VNG0258H* gene supplied on a plasmid (pMTFcmyc vector, [1]) complements the Δ*VNG0258H* growth defects. (A) Box-whisker plots depicting growth rates of *H. salinarum* strains in the bioscreen C (*Δura3* parent, *ΔVNG0258H* mutant, and *ΔVNG0258H* mutant complemented *in trans*) during the 12 hours following H_2_O_2_ shock (mid-logarithmic phase addition of H_2_O_2_). Horizontal lines within each box represent the median growth rate across 24 replicate trials (8 biological replicates, 3 technical replicates) for each strain in each condition. Boxes represent the interquartile range (IQR), and whiskers are minimum and maximum values within 1.5 times the IQR. Concentrations of H_2_O_2_ added are indicated on the X-axis, whereas the Y-axis quantifies growth rate. (B) Box-whisker plot depicting lag phase addition of H_2_O_2_ to Bioscreen cultures. Boxes, median lines, and whiskers are as in (A). Y-axis expresses the growth rate of the Δ*VNG0258H* or trans-complemented strains as a function of Δ*ura3* growth rate. (C) Box-whisker plot depicting survival ratios 24 hours after mid-logarithmic phase addition of 25 mM H_2_O_2_ to batch cultures. (D) Box-whisker plot depicting growth rates following mid-logarithmic phase addition of PQ to batch cultures. Growth rates are expressed as a function of Δ*ura3* parent strain growth. Click here for file

Additional file 8 **Figure S3.** Detailed heat map for each gene cluster from main text Figure 5 (H_2_O_2_ exposure). Data for those genes dependent on VNG0258H for appropriate expression are shown (i.e. main text Figures 5A-G). Gene names are listed on the right of each heat map. Detailed annotations and COG category memberships (main text Figure 7A) for each these genes are listed in Additional file 4: Table S2. In each heat map, red represents induction, whereas blue represents repression. VNG0258H-independent genes (Cluster 4, Figure 5H and J) are not included in the Figure for brevity and clarity, but expression data and annotations for these genes are included in Additional file 4: Table S2. (A) Cluster 1 includes genes that were differentially expressed in the Δ*VNG0258H* mutant vs Δ*ura3* parent strain regardless of growth condition (main text Figures 5A-B). Cluster 1a (main text Figure 5A) depicts those 33 genes that are over-expressed in the Δ*VNG0258H* mutant (i.e. RosR is required to repress these genes). Cluster 1b (main text Figure 5B) depicts those 30 genes that are under-expressed in the Δ*VNG0258H* mutant (i.e. VNG0258H is required to activate these genes). (B) Cluster 2 includes genes that were differentially expressed in the Δ*VNG0258H* mutant vs Δ*ura3* parent strain in the presence of H_2_O_2_ (main text Figures 5C-D). Cluster 2a (main text Figure 5C) contains those 43 genes that are over-expressed in the Δ*VNG0258H* mutant in response to H_2_O_2_ (i.e. VNG0258H is required to repress these genes in response to H_2_O_2_). Cluster 2b (main text Figure 5D) contains those genes that are under-expressed in the Δ*VNG0258H* mutant in response to H_2_O_2_ (i.e. VNG0258H is required to induce them). (C) Cluster 3 includes genes that were differentially expressed in the Δ*VNG0258H* mutant vs Δ*ura3* parent strain in the absence of H_2_O_2_ (main text Figure 5E). (D) Growth of Δ*ura3* parent and Δ*VNG0258H* cultures for gene expression microarray analysis. Black curves represent growth data for the two biological replicate cultures of Δ*ura3*, whereas red curves are data for the two biological replicate cultures of Δ*VNG0258H*. Dotted arrows on the curves indicate the start and end of sampling over the time courses shown in the heat maps, whereas the solid arrow shows the time of H_2_O_2_ addition to the cultures. Click here for file

Additional file 9 **Figure S4.** Detailed heat map for each gene cluster from main text Figure 6. Data for those genes dependent on RosR for appropriate expression in response to PQ are shown (main text Figures 6A-C). Colors and labels are as in Additional file 8: Figure S3. (A) Heatmap for Cluster 1, genes differentially expressed in *ΔrosR* vs the *Δura3* parent strain regardless of growth condition (main text Figure 6A). (B) Heatmap for Cluster 2, genes dependent upon RosR for differential expression in response to paraquat (PQ). Genes upregulated in the mutant are shown on the left (main text Figure 6B) and those downregulated are shown on the right (main text Figure 6C). (C) Genes differentially expressed in response to PQ that are independent of RosR. Upregulated genes are shown (main text Figure 6D). Downregulated genes (171 genes) are not shown for brevity, but are listed in Additional file 5: Table S3. (D) Growth data for cultures from which RNA was harvested for microarray studies. Red arrow indicates the time of PQ addition. Click here for file

Additional file 10 **Figure S5.** Putative cis-regulatory sequences resulting from MEME analysis on (A) the 50 genes differentially expressed in common in the PQ and H2O2 gene expression datasets (main text Table 1), and (B) phylogenetic footprinting using ***sod2*** promoter sequences from all halophilic archaea possessing a RosR homolog. Each sequence logo represents a different ***cis*** sequence prediction. The height of the letters in each nucleotide position represents the strength of the consensus between the input sequences. The putative TCG-N-CGA motif is boxed in each case. In (A), the top-scoring two motifs from MEME searches are shown. Top motif *p*-value is 7.0x10^-56^, and bottom motif *p*-value is 2.6x10^-42^. 43 of the 50 promoter query sequences contained each motif. In (B), only the top-scoring motif is shown. Click here for file

# Supplementary material for: The RosR transcription factor is required for gene expression dynamics in response to extreme oxidative stress in a hypersaline-adapted archaeon
**Source:** BMC Genomics. 2012 Jul 30;13:351. doi: 10.1186/1471-2164-13-351
**Supplement:** Additional file 2 — Supplementary Methods & Results.

**GUIDE TO SUPPLEMENTARY MATERIAL**

**SUPPLEMENTARY MATERIAL 1. Details regarding growth assays.**

**Supplementary Methods.** *∆ura3* and *∆VNG0258H* mutant cultures were grown to mid-logarithmic phase in batch culture to compare to growth in high throughput in the Bioscreen C. Each strain was challenged with 25 mM H2O2 or 0.3 mM paraquat (PQ). Growth rates were calculated for batch culture in the same way as for Bioscreen (see Methods, main text). Overall growth yield was calculated by averaging the OD600 from stationary phase time points. By these metrics, we conclude that growth in the Bioscreen C is not significantly different from growth in batch culture (Supplementary Figure 1A and B). The growth defect of the ∆*VNG0258H* strain in H2O2 and PQ observed in Bioscreen experiments was recapitulated in batch culture (Supplementary Figure 1C and D).

In order to add oxidant (H2O2 or PQ) to Bioscreen C cultures in log phase, culture plates were removed from the instrument. OD600 readings recorded just after plates were replaced into the Bioscreen C tended to be artificially very low or very high. This was due to the condensation of liquid on the top and sides of plate wells when plates were moved from 37°C to room temperature, and due to the instrument incubator and bulb having cooled slightly during the period when plates were removed.

To compensate for these artifacts in the growth curve data, we manually smoothed a small portion of the representative curves shown in Figures 3D and 4C, where H2O2 or PQ was added in log phase. OD600 values that were gathered up to 1 hour after removal of a given plate from the Bioscreen C were replaced with values from a linear interpolation. These artifacts did not affect growth rate calculations, as growth rates were calculated beginning 1 hour after the addition of oxidant.

**Supplementary Figure 1.** Growth in batch culture is similar to that in the Bioscreen C. (A) Top: comparison of growth yield under standard conditions (*i.e.* no stress) in batch *vs.* Bioscreen C. ∆*ura3* and ∆*VNG0258H* maximum cell density (OD600) are shown for the mean of 5 biological replicate samples with 2 technical replicates each. Error bars represent standard deviation from the mean. Bottom: comparison of growth rates under standard conditions in batch culture *vs.* Bioscreen. Columns and error bars are as in (A). (C) Representative growth curves for ∆*ura3* parent strain and *∆VNG0258H* mutant strains in response to H2O2 added in mid-logarithmic phase in batch culture. Addition of H2O2 indicated by arrow. Cell density (OD600) was measured in a standard spectrophotometer at the times indicated. Strains and conditions are indicated in the *legend*. (D) Representative growth curves in batch culture under paraquat (PQ) conditions.

**Supplementary Figure 2.** A wild type copy of the *VNG0258H* gene supplied on a plasmid (pMTFcmyc vector, [1]) complements the ∆*VNG0258H* growth defects.

1. Box-whisker plots depicting growth rates of *H. salinarum* strains in the bioscreen C (*∆ura3* parent, *∆VNG0258H* mutant, and *∆VNG0258H* mutant complemented *in trans*) during the 12 hours following H2O2 shock (mid-logarithmic phase addition of H2O2). Horizontal lines within each box represent the median growth rate across 24 replicate trials (8 biological replicates, 3 technical replicates) for each strain in each condition. Boxes represent the interquartile range (IQR), and whiskers are minimum and maximum values within 1.5 times the IQR. Concentrations of H2O2 added are indicated on the X-axis, whereas the Y-axis quantifies growth rate.
2. Box-whisker plot depicting lag phase addition of H2O2 to Bioscreen cultures. Boxes, median lines, and whiskers are as in (A). Y-axis expresses the growth rate of the ∆*VNG0258H* or trans-complemented strains as a function of ∆*ura3* growth rate.
3. Box-whisker plot depicting survival ratios 24 hours after mid-logarithmic phase addition of 25 mM H2O2 to batch cultures.
4. Box-whisker plot depicting growth rates following mid-logarithmic phase addition of PQ to batch cultures. Growth rates are expressed as a function of ∆*ura3* parent strain growth.

**Supplementary Table 1** includesraw and analyzed cell density data (as OD600 values) from each growth curve experiment in the Bioscreen C instrument (main text Figures 3 and 4, and Supplementary Figures 1 and 2). Please see legends for information regarding each section of the Table.

**SUPPLEMENTARY MATERIAL 2. VNG0258H regulates gene expression in response to H2O2.**

**Supplementary Figure 3.** Detailed heat map for each gene cluster from main text Figure 5. Data for those genes dependent on VNG0258H for appropriate expression are shown (i.e. main text Figures 5A-G). Gene names are listed on the right of each heat map. Detailed annotations and COG category memberships (main text Figure 7A) for each these genes are listed in Supplementary Table 2. In each heat map, red represents induction, whereas blue represents repression. VNG0258H-independent genes (Cluster 4, Figure 5H and J) are not included in the Figure for brevity and clarity, but expression data and annotations for these genes are included in Supplementary Table 2.

1. Cluster 1 includes genes that were differentially expressed in the ∆*VNG0258H* mutant vs ∆*ura3* parent strain regardless of growth condition (main text Figures 5A-B). Cluster 1a (main text Figure 5A) depicts those 33 genes that are over-expressed in the ∆*VNG0258H* mutant (i.e. RosR is required to repress these genes). Cluster 1b (main text Figure 5B) depicts those 30 genes that are under-expressed in the ∆*VNG0258H* mutant (i.e. VNG0258H is required to activate these genes).
2. Cluster 2 includes genes that were differentially expressed in the ∆*VNG0258H* mutant vs ∆*ura3* parent strain in the presence of H2O2 (main text Figures 5C-D). Cluster 2a (main text Figure 5C) contains those 43 genes that are over-expressed in the ∆*VNG0258H* mutant in response to H2O2 (i.e. VNG0258H is required to repress these genes in response to H2O2). Cluster 2b (main text Figure 5D) contains those genes that are under-expressed in the ∆*VNG0258H* mutant in response to H2O2 (i.e. VNG0258H is required to induce them).
3. Cluster 3 includes genes that were differentially expressed in the ∆*VNG0258H* mutant vs ∆*ura3* parent strain in the absence of H2O2 (main text Figure 5E).
4. Growth of ∆*ura3* parent and ∆*VNG0258H* cultures for gene expression microarray analysis. Black curves represent growth data for the two biological replicate cultures of ∆*ura3*, whereas red curves are data for the two biological replicate cultures of ∆*VNG0258H*. Dotted arrows on the curves indicate the start and end of sampling over the time courses shown in the heat maps, whereas the solid arrow shows the time of H2O2 addition to the cultures.

**Supplementary Table 2.** All gene expression microarray data, annotation details, and arCOG memberships for each gene cluster from main text Figure 5 are listed. Please see the tab labeled “legend” for information regarding each section of the Table.

**SUPPLEMENTARY MATERIAL 3. RosR regulates gene expression in response to PQ.**

Unlike the immediate gene expression dynamics observed in response to H2O2, PQ-dependent changes in gene expression were not observed until two hours after the addition of PQ to mid-log phase cultures (Figure 6, Supplementary Figure 3), a response which continued for the duration of the 24 h time course. 

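Within 80 min of PQ, 0 genes changed in the parent by limma (28 at an unadjusted p under 0.05 for the mean over 10 to 80 min), and SAM called 4. At each of 10, 20, 40, 60 and 80 min the count was 0, with 60, 1, 23, 12 and 55 genes at an unadjusted p under 0.05. At 120 min, 4 genes had changed (3 higher and 1 lower), at 480 min 206 (84 and 122) and at 1440 min 823 (432 and 391). The gene yajO2 was higher in the parent by 0.96 on the log2 scale over these 3 late samples (standard error 0.08, 2 cultures, adjusted p = 1.71e-09 from limma), with 9 of 24 arrays well above background before PQ and at 2 to 24 h together. In data simulated for the mean over 10 to 80 min of the PQ experiment, the test recovered 82.1% of genes changed by a log2 ratio of 0.25 and 98.5% of those changed by 0.50. There, many genes changed at once, by a constant shift of the measured ratio and without spread between cultures. Recovery may be lower for few changed genes or for genes near background. The mean over 2 to 24 h called 484 genes, against 253 without parent culture A, 169 without parent culture B and 255 among genes well above background only. The library labelled parent culture A at 120 min enters these counts, which were 416 without it.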

Because cultures began to transition into stationary phase at four hours after PQ addition, we reasoned that the observed gene expression changes could be a result of growth physiology rather than a specific PQ response. To explore this possibility, we compared the set of 188 PQ-responsive genes to those that are differentially expressed in response to stationary phase transition in the absence of PQ [2]. We detected that only 20 of the 188 PQ-responsive genes in our dataset were growth responsive. Of these 20, 17 were expressed in the opposite direction in the growth dataset vs PQ dataset. These results suggest that the differential expression observed here is specific to PQ rather than a growth effect.

**Supplementary Figure 4.** Detailed heat map for each gene cluster from main text Figure 6. Data for those genes dependent on RosR for appropriate expression in response to PQ are shown (main text Figures 6A-C). Colors and labels are as in Supplementary Figure 3. (A) Heatmap for Cluster 1, genes differentially expressed in *∆rosR* vs the *∆ura3* parent strain regardless of growth condition (main text Figure 6A). (B) Heatmap for Cluster 2, genes dependent upon RosR for differential expression in response to paraquat (PQ). Genes upregulated in the mutant are shown on the left (main text Figure 6B) and those downregulated are shown on the right (main text Figure 6C). (C) Genes differentially expressed in response to PQ that are independent of RosR. Upregulated genes are shown (main text Figure 6D). Downregulated genes (171 genes) are not shown for brevity, but are listed in Supplementary Table 3. (D) Growth data for cultures from which RNA was harvested for microarray studies. Red arrow indicates the time of PQ addition.

**Supplementary Table 4** lists primers and strains used in this study.

**Suplementary Figure 5.** Putative cis-regulatory sequences resulting from MEME analysis on (A) the 50 genes differentially expressed in common in the PQ and H2O2 gene expression datasets (main text Table 1), and (B) phylogenetic footprinting using *sod2* promoter sequences from all halophilic archaea possessing a RosR homolog. Each sequence logo represents a different *cis* sequence prediction. The height of the letters in each nucleotide position represents the strength of the consensus between the input sequences. The putative TCG-N-CGA motif is boxed in each case. In (A), the top-scoring two motifs from MEME searches are shown. Top motif *p*-value is 7.0x10-56, and bottom motif *p*-value is 2.6e-42. 43 of the 50 promoter query sequences contained each motif. In (B), only the top-scoring motif is shown.

**REFERENCES**

1. Facciotti MT, Reiss DJ, Pan M, Kaur A, Vuthoori M, Bonneau R, Shannon P, Srivastava A, Donohoe SM, Hood LE *et al*: **General transcription factor specified global gene regulation in archaea**. *Proc Natl Acad Sci U S A* 2007, **104**(11):4630-4635.

2. Facciotti MT, Pang WL, Lo FY, Whitehead K, Koide T, Masumura K, Pan M, Kaur A, Larsen DJ, Reiss DJ *et al*: **Large scale physiological readjustment during growth enables rapid, comprehensive and inexpensive systems analysis**. *BMC Syst Biol* 2010, **4**(64):64.

How the deposited data were processed for this re-analysis (not part of the article)

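The data are 150 Agilent arrays of 2 colours, from 75 RNA extracts of the Δura3 parent and the ΔVNG0258H mutant of Halobacterium salinarum, each hybridized to 2 arrays with the dyes exchanged against a common reference RNA. The H2O2 experiment has 31 extracts on 62 arrays and the PQ experiment 44 extracts on 88 arrays, from 2 cultures (A and B) per strain and experiment, on 8 and 12 slides. Conditions, times and replicate letters were taken from the deposited sample records.

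The intensity values were made by the authors with Feature Extraction 9.5.3.1 from the scanned slides: the deposited file of each array holds the mean intensity and local background of every spot in both dyes, on the scale of the scanner. The same deposited files hold Agilent's log10 ratios of the dyes, which that program made after its own background and dye correction and which were used as an alternative. The table of log2 ratios by gene and extract was deposited by the authors after background correction, normalization and averaging, as their methods describe, and was used as an alternative and to fix the direction of 1 extract.

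Each array has 15208 gene spots for 2410 genes, with 6 spots for 1662 genes and 7 for 748, and 536 control spots, 77 of them negative controls. Spots marked by the program (2.7%) were left out. Intensities were corrected with normexp (offset 50), normalized by loess within arrays and by quantiles over all arrays in limma 3.58.1 under R 4.3.3, with tables handled in data.table 1.17.8. Spots were averaged by gene, the 2 arrays of an extract were averaged after the dyes were brought to one direction, and values are log2 ratios of sample to reference. The methods of the paper also describe Dixon's test at 99% for single spots, which was run as an alternative and removed 6255 spots in 180750 sets of a gene and an extract.

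The dyes of the mutant extract at 80 min, culture A, after H2O2 run opposite to all other extracts as labelled. The direction of the authors' table was used for it, and each result of that experiment was computed again with the dyes as labelled and without this extract, both chosen after the values had been seen. The library labelled parent at 120 min, culture A, in the PQ experiment was kept under its label.

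Each experiment was fitted by limma with a group for each strain and time and the culture as a random block (correlation within a culture 0.0388 for H2O2 and -0.0423 for PQ, median residual degrees of freedom 15 and 22). With correlations this small, the samples of a culture entered almost as independent ones, and the p values rest little on the spread between cultures. Adjusted p values are Benjamini-Hochberg values over the 2410 genes, and genes under 0.05 were called. The same letter in parent and mutant was checked as a possible pairing: the deviations of A from B correlated between strains with r = 0.172 over genes for H2O2 and 0.0742 for PQ, so the letters were taken as names only, and a block by letter was run as an alternative. The further alternatives set before the data were examined were normexp without offset, no normalization between arrays, Agilent's ratios, the authors' table, only genes well above background on 50% of arrays in both channels, the slide as a fixed block, no culture block, culture means, SAM with 100 permutations at a false discovery rate of 5%, and leaving out each culture in turn. Those added afterwards were the exchange of the dyes named above, leaving out single extracts, leaving out the 11 extracts with under 25% of spots above background, and quantile normalization within each experiment.

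Genes were named by a rule fixed before the data were examined: genes named in the text of the paper, genes of Table 1 past the threshold as examples, up to 10 risen and 10 fallen genes per comparison with one direction in both cultures, up to 4 genes per fixed list, and up to 5 genes with the largest strain difference in both experiments. The paper's Table 1 had been seen when the rule was written. Of 20 fixed gene lists, 19 could not be filled, because no table used here pairs product names with locus numbers beyond the genes that the paper names; the list of Table 1 (50 genes, all on the array) was tested with camera at a preset correlation of 0.01 and at an estimated correlation, but the study chose this list on the same samples, so the p values of that test are not reported. No fold is given for a gene well above background on no array of a group, or only a lower bound.

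A median of 55.3% of gene spots per array were well above background in the H2O2 experiment and 30.7% in the PQ experiment. The tests were tried on simulated data with the observed spread, with 67 genes changed by 0.25, 67 by 0.50 and 66 by 1 on the log2 scale. The changes were constant shifts added to the ratios, for PQ without spread between cultures. Recovery therefore does not cover the loss of signal near background. At 0.25, limma recovered 79.1% to 91.0% of changed genes for H2O2 and 50.8% to 95.5% for PQ; false calls made up 2.65% to 4.90% and 2.96% to 10.1% of the calls. SAM had 10.5% false calls for H2O2 and 5.26% for PQ. With no gene changed, the test of a change of the strain difference called 0 genes in either experiment. Overlaps with the additional files of the paper and enrichments of functional classes were not computed, since those tables are held in part only.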

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

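The tests chosen after the result had been seen were the correlations over unchanged genes for the extract at 80 min, the swap and the slide signal for the library at 120 min, and the comparison of the parent cultures for the VNG6 genes.

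Among the results that differ between groups by a test of the difference itself, the strain difference changed on H2O2 in 243 genes, shifted between 10 to 20 and 60 to 80 min in 416, and changed at 2 to 24 h of PQ in 5 (limma, adjusted p under 0.05). Each rests on 2 cultures per strain, which can be split in only 3 ways, too few for a share under 0.05: in 1 of 3 splits, the real one, the count was as large, and the highest of the others was 0. The same holds for the strain differences at any time (492), before (101) and after H2O2 (443), and at any time (105), before (100) and after PQ (164).

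For the response of the parent to H2O2, 1 of 56 splits of the time points gave as many genes as the real one (658, highest other 656), and for its mean response 2 of 56 (727, highest 780). Other splits thus came close to the real one or exceeded it. The splits regroup samples of the same time courses and carry the response itself, so their shares cannot decide on chance. For the mean response of the mutant, 6 of 56 splits gave as many (981, highest 1376), and for the response of the parent to PQ 6 of 100 (383, highest 387). These shares cannot decide either, and splits with more genes, also those of the parent after H2O2, point to a structure of the samples. Genes called alike in the separate cultures of both strains argue against chance, for the genes they cover. After H2O2, 274 rose and 240 fell in both strains (96.7 and 53.9 expected of independent lists). At 2 to 24 h of PQ, 131 rose and 232 fell in both (43.2 and 43.6 expected). Within 80 min of PQ, 56 of 56 splits gave 0 genes, as the real one did (limma; 28 at an unadjusted p under 0.05 and 4 by SAM), and at 2 to 24 h 1 of 10 (484, highest other 324), too few splits for a share under 0.05.

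In 18 of 202 groups of extracts, or 8.91%, 1 extract lay far from the others by Dixon's ratio, where chance marks about 1 group in 20. Before H2O2, mutant culture A at 0 min stood apart for VNG2525H (0.635), VNG0778C (0.652), taqD (0.776) and VNG6385H (0.687), and mutant culture B at 0 min for VNG0704C (0.746), VNG0258H (0.644) and VNG1330H (0.637). In the parent before H2O2, VNG0255C stood apart at 40 min before in culture A (0.835) and VNG1815G at 0 min in culture B (0.770). After H2O2 these were VNG0733H (0.552) and VNG0255C (0.539) in mutant culture A at 10 min, VNG1565G in mutant culture B at 60 min (0.853) and VNG1120H in parent culture A at 20 min (0.873). Before PQ, mutant culture B at 0 min stood apart for hisD (0.669), nhaC3 (0.676) and VNG1178H (0.741), and mutant culture A at 20 min before for VNG2593H (0.785), and at 1440 min mutant culture B for VNG0778C (0.640).

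The extract of mutant culture A at 80 min after H2O2 has ratios opposite to those of the other extracts with its dyes as labelled. Of 101 genes different before H2O2, 33.66% kept the sign of their difference in it, and of the 54 that kept it in every other mutant extract after H2O2, 35.19% did (54 of 54 with the dyes exchanged), values that lie between the bounds set for either explanation before the test. Over 1212 genes called in no test, its highest correlation with any of 30 other extracts was -0.4538, while the others correlated with each other at 0.17 to 0.89, which argues against a true opposite state of this culture. Exchanged dyes in the labels may explain it, as a hypothesis, since the test over unchanged genes was set after the reversal had been seen.

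The library labelled parent culture A at 120 min of PQ has VNG0256H at the level of the mutant. Its mean over 446 genes that differ between strains in the H2O2 experiment, each signed by its direction there, was 0.02468, within the range of 12 mutant extracts (-0.0067 to 0.066) and above all 11 other parent extracts (-0.066 to -0.0029). A swap with a mutant extract of this experiment would leave one of those without VNG0256H, and the lowest of them had 2.769. Low signal was also argued against, since the highest of 3 other parent extracts with under 25% of spots above background had 0.2183. RNA of the mutant under a parent label could explain it, and a mixture of both was not tested.

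Among genes with VNG6 locus numbers, which the paper does not discuss as a group, 14 of 33 that differed between the strains at any time in the H2O2 experiment and were lower in the mutant on average stood in parent culture B above parent culture A by over 0.5 in the PQ experiment, against 17 of all genes. The median of parent A minus mutant was 0.1107 of that of parent B minus mutant in PQ (0.048 and 0.435 on the log2 scale), whereas the parent cultures of the H2O2 experiment lay alike above the mutant (0.32 and 0.34). This argues against the absence of VNG0258H as the whole explanation, since it would raise both parent cultures by like amounts. On the 3 slides with both parent cultures of PQ, B was above A by at least 0.1789, so the slide is argued against too. A variant carried by some cultures of either strain may explain it, above all for VNG6330H, which had the level of the mutant in parent culture A, and in part for argS (1.29 and 2.87 in parent cultures A and B).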

How the results depend on the processing

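The alternatives chosen after the values had been seen were the labelled dyes, leaving out single extracts or those of low signal, and normalization within each experiment. Of the results by count or test, 329 values under alternatives stayed on their side (counts within 1.5 times), 70 moved and 3 were weaker; for named genes 2119 stayed, 144 were weaker, 14 stronger and 1 reversed. Causes were not tested, except that leaving out samples or genes also removes data.

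With Agilent's ratios, sod2 over the H2O2 experiment was no longer called (fitted value 0.53), and 63 genes differed before PQ. Among genes well above background only, 67 differed before H2O2, 255 responded at 2 to 24 h of PQ, and 49, 59 and 92 differed at any time, before and after PQ, with 29 in both experiments. With the slide as a block these last 4 were 31, 47, 85 and 21, the late shift on H2O2 had 145, and sod2 was not called (fitted value 0.27). Culture means gave 54 before, 259 after and 149 for the change on H2O2, and 45, 32 and 1 for PQ. SAM gave 152 before H2O2, 4 within 80 min of PQ and 228 before PQ.

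Leaving out each culture in turn gave 364 to 541 for the parent response to H2O2, 397 to 627 for its mean, 395 to 984 for the mutant, 248 to 364 at any time, 56 to 116 before, 301 to 472 after, 125 to 220 for the change, 201 to 322 for the late shift and 365 to 724 at single times, with sod2 not called in 1 of 4 (fitted values 0.23 to 0.39). In PQ it gave 169 to 358 for the response, 169 to 503 at 2 to 24 h, 35 to 216 at any time, 33 to 107 before, 66 to 278 after and 0 to 8 for the change, with 27 to 78 in both experiments. A strain left with 1 culture is assumed to vary like the other.

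With the labelled dyes of mutant culture A at 80 min, the H2O2 results in the order above were 322, 370, 236, 198, 48, 229, 83, 119 and 295, with 37 in both experiments. Without extracts of low signal, 227 genes responded to PQ, 58, 64 and 98 differed at any time, before and after it, the change had 1, and VNG0653G reversed to 0.058.

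Depth limits what can be called: the negative controls reached over 80% of the brightness of the median gene spot, so VNG0255C and VNG1330H rest on few arrays above background, and sod2 on 0 of 32 parent arrays of the H2O2 experiment, so that its fitted values measure no size of a difference.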

Differences from the paper's values

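The alternatives chosen after the values had been seen are named as such below. The paper states no threshold for SAM, so its counts and those here are not set at one threshold.

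The paper counts 43 genes activated within 10 min of H2O2 and lower in the mutant; here 1 gene lower only after H2O2 had its strain difference first called at 10 min (0 to 2 under every alternative set before the data were examined, none within the range of the paper). The first is timed by activation and the second by the call of a strain difference, so the values are not of one quantity. For genes higher in the mutant only before H2O2, the paper gives 27 and the value here is 13; without mutant culture A it was 29, and the other such alternatives gave 5 to 16. The paper gives 13 genes with altered dynamics, chosen by their pattern, against 396 here by the test of a late shift with no call at 10 or 20 min (0 to 388 under the alternatives, none near 13).

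For PQ, the paper gives 188 genes that respond without a strain difference, against 323 here by the F-test; genes well above background only (214) and leaving out parent culture A (177) came within the range of the paper, and the others set before did not. It gives 61 genes dependent on VNG0258H, against 105 here; no normalization between arrays (90), Agilent's ratios (73), genes well above background only (49), no culture block (74) and leaving out mutant culture B (50) came within that range, and the others did not. For genes higher in the mutant and unaffected in the parent, the paper gives 7 and the value here is 31, with 6 among genes well above background only. In both experiments the paper gives 32 genes, against 63 here; Agilent's ratios (48), genes well above background only (29) and leaving out mutant culture A (27) or B (30) came within that range. Leaving out the 11 extracts of low signal, chosen after the values had been seen, gave 197, 58 and 42 for the first, second and last of these, and the labelled dyes, chosen likewise, gave 37 for the last; how many of the genes the paper calls these drop was not computed, since its lists are held in part only.

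The paper places VNG0704C among the genes whose time course after H2O2 depends on VNG0258H. Its strain difference afterwards was 0.23 (adjusted p = 0.408) and its late shift 0.82 (adjusted p = 0.104), although it passed the F-test over all times; the first was called without mutant culture A (adjusted p = 0.00984) and the second without mutant culture B (adjusted p = 0.0103).

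The paper states that its H2O2 data bear out regulation of yajO2 by RosR. The value here was 0.34 (adjusted p = 0.0587), called with the authors' table (0.0416), genes well above background only (0.0494), a block by replicate letter (0.00522), no culture block (0.0427), SAM and without mutant culture B (0.00304), and, chosen after the values had been seen, with the labelled dyes (0.0403) and without mutant culture A at 80 min (0.0318).

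The paper lists argS as dependent on VNG0258H in both experiments. Before PQ it was not called here (-1.49, adjusted p = 0.148), but it was with a block by replicate letter (0.0280), SAM and without parent culture A (1.48e-08) or B (0.0174), and it was called after PQ, except without mutant culture A (0.107) or B (0.0682) and with culture means (0.397).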

Other observations

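The test of the stay in the early response and its test by slide were chosen after the result had been seen.

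Genes changed late after H2O2 in the parent are shared with those changed at 24 h of PQ, which the paper does not report. Between 80 min of H2O2 and 24 h of PQ, 99 genes rose in both and 201 fell in both, where 40.0 and 42.0 would be shared by independent lists, and the changes correlated with r = 0.63 over genes. Between 10 min of H2O2 and 24 h of PQ, the correlation was 0.031, with 14 risen in both (23.8 expected) and 62 fallen in both (17.2 expected), so among fallen genes the sharing is not confined to the late response. The experiments share no cultures, but all arrays share one reference RNA. No untreated culture was sampled at these late times, so the age of the culture was not separated from the oxidant. The paper states that its PQ cultures began to enter stationary phase before 24 h, although it found few of its PQ genes to respond to growth phase. Whether the shared genes answer the oxidants or the growth phase was not tested.

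More genes differ between the strains at 40 to 80 min after H2O2 than at 10 and 20 min. For a larger late response of the mutant in the genes that respond in the parent, the lowest slope of the mutant on the parent at 60 min was 0.3149. The slope of the parent on the mutant was low too (0.356 to 0.423), as was the correlation (0.33 to 0.41). The genes were also chosen by the response of the parent, so the slope cannot decide on the size of the response. More spots above background on late arrays are argued against, since their share changed by -10.4 points in the parent. A candidate explanation is that the mutant stays in the early response: in 12 of 12 pairs of cultures at 40, 60 and 80 min, the response of the mutant correlated more with the first 20 min of the parent than with the same time, by at least 0.06023 (0.1149 with the mean of each slide taken out, which argues against the slide). These pairs reuse the same cultures and the same samples before H2O2, so they are not independent. The early profile of the parent is also a mean over 10 and 20 min, against a single time point, and its lower noise favours the early correlation. With the labelled dyes of mutant culture A at 80 min this held in 10 of 12 pairs, with a lowest difference of -0.258. The mutant at 20 min has 1 extract, and the pattern was found and tested on the same data, so it remains a hypothesis.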
